# TLR7-dependent eosinophil degranulation links psoriatic skin inflammation to small intestinal inflammatory changes in mice

**DOI:** 10.1038/s12276-024-01225-y

**Published:** 2024-05-01

**Authors:** Hee Joo Kim, Jinsun Jang, Kunhee Na, Eun-Hui Lee, Hyeon-Jung Gu, Yoon Hee Lim, Seul-A Joo, Seung Eun Baek, Joo-Young Roh, Han-Joo Maeng, Yun Hak Kim, Young-Jae Lee, Byung-Chul Oh, YunJae Jung

**Keywords:** Autoimmunity, Psoriasis

## Abstract

Recent evidence of gut microbiota dysbiosis in the context of psoriasis and the increased cooccurrence of inflammatory bowel disease and psoriasis suggest a close relationship between skin and gut immune responses. Using a mouse model of psoriasis induced by the Toll-like receptor (TLR) 7 ligand imiquimod, we found that psoriatic dermatitis was accompanied by inflammatory changes in the small intestine associated with eosinophil degranulation, which impaired intestinal barrier integrity. Inflammatory responses in the skin and small intestine were increased in mice prone to eosinophil degranulation. Caco-2 human intestinal epithelial cells were treated with media containing eosinophil granule proteins and exhibited signs of inflammation and damage. Imiquimod-induced skin and intestinal changes were attenuated in eosinophil-deficient mice, and this attenuation was counteracted by the transfer of eosinophils. Imiquimod levels and the distribution of eosinophils were positively correlated in the intestine. TLR7-deficient mice did not exhibit intestinal eosinophil degranulation but did exhibit attenuated inflammation in the skin and small intestine following imiquimod administration. These results suggest that TLR7-dependent bidirectional skin-to-gut communication occurs in psoriatic inflammation and that inflammatory changes in the intestine can accelerate psoriasis.

## Skin-Gut link in Psoriasis: Eosinophils accelerate inflammation pathway

Psoriasis is a long-lasting skin disease that involves the body’s immunee system. However, it’s not clear how the immune responses in the skin and gut are connected to psoriasis. In this research, scientists discovered that skin inflammation due to psoriasis in mice causes changes in the small intestine, mainly impacting the immune environment. The research also showed that psoriasis was less severe in mice without eosinophils, a kind of white blood cell. The scientists concluded that there’s a two-way interaction between the skin and the gut in psoriasis, and that the unique immune characteristics of the small intestine are crucial in psoriasis development. This study could possibly lead to new psoriasis treatments.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Psoriasis is a chronic immune-mediated skin disease characterized by uncontrolled proliferation of keratinocytes and the infiltration of immune cells^1^. Although the pathogenesis of psoriasis is not fully understood, the immune system is dysregulated by immunogenic stimuli, which activates innate immune cells, resulting in the production of proinflammatory cytokines such as interleukin (IL)-23 and tumor necrosis factor-alpha (TNF-α) and leading to the differentiation of IL-17-secreting T cells^2,3^. These inflammatory changes in the skin activate keratinocytes, amplify the production of inflammatory mediators, and accelerate the immunopathological features of psoriasis^2^. In addition to its pathogenic dermatological features, psoriasis is frequently associated with extracutaneous manifestations, such as psoriatic arthritis and Crohn’s disease^4^. Recent studies have reported imbalances in the gut microbiome and the presence of bacterial DNA derived from the gut microbiome in the sera of patients with psoriasis, suggesting that alterations in the intestinal microenvironment contribute to the pathogenesis of psoriasis^5–7^. However, the mechanisms linking dysregulated immune responses in the skin and gut to psoriasis remain poorly understood.

Although the small and large intestines form a continuous tube, they are distinct microenvironments with different cellular distributions and physiological responses^8^. The small intestine provides a large surface area for nutrient absorption and contains many innate and adaptive immune cells in the lamina propria^9^. These immune cells, including Th17 cells, eosinophils, and plasmacytoid dendritic cells (pDCs), support the integrity of the small intestinal barrier and promote noninflammatory immune tolerance^10–12^. The large intestine is characterized by a high density of IgA^+^ plasma cells and regulatory T (Treg) cells, which protect against the densely populated commensal microbiota in the distal intestinal tract^9,13,14^. The marked immunologic differences in the intestinal tract are important for understanding the complex interactions between the skin and intestine in psoriatic inflammation.

The innate immune system senses pathogenic signals via Toll-like receptors (TLRs)^15^. Topical application of the TLR7 agonist imiquimod (IMQ) to the skin leads to psoriatic skin inflammation in mice, which is associated with many hallmarks of human psoriasis, including increased epidermal proliferation, hyperkeratosis, scaling, and erythema^16^. Using this murine model of psoriasis, we investigated immune responses in the skin and intestine and found that inflammatory changes in the small intestine associated with eosinophil degranulation increased the severity of psoriatic dermatitis. Furthermore, psoriasis-like dermatitis led to eosinophil degranulation and immunological changes in the small intestine in a TLR7-dependent manner. These findings suggest that there is a bidirectional pathogenic interaction between the skin and the gut in psoriasis and that the unique immunological characteristics of the small intestine play a critical role in psoriasis development.

## Materials and Methods

### Human serum

Seventeen patients (7 males and 10 females; mean age: 40.00 ± 14.16 years) diagnosed with psoriasis based on clinical and histologic findings were included in the study. Control serum was collected from 10 healthy volunteers (one male and 9 females: mean age: 38.30 ± 7.60 years). This study was approved by the Ethics Committee of Gachon University Gil Medical Center (GAIRB2017-385) and was conducted according to the Declaration of Helsinki. All the participants provided written informed consent.

### Mice

Six- to eight-week-old female and male BALB/c mice were purchased from Orient Bio (Gyeonggi-do, Korea). ΔdblGATA mice (C.129S1(B6)-*Gata1*^tm6Sho^/J, stock number 005653) and *Ccr3*^-/-^ mice (C.129S4-*Ccr3*^tm1Cge^/J, stock number 005440) were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). *Tlr7*^-/-^ mice (BALB/c.129P2-*Tlr7*^tm1Aki^/Obs) were obtained from Oriental BioService (Kyoto, Japan). Mice expressing Cre under the control of the eosinophil peroxidase (EPX) promoter (*Epx*^Cre/+^; B6.Cg-*Epx*^tm1.1(cre)Jlee^/Jlee)^17^ were obtained from Elizabeth Jacobsen (Mayo Clinic, Phoenix, AZ, USA). *Sirpa*^fl/fl^ mice (*Sirpa*^tm1.1Mato^)^18^ were provided by Takashi Matozaki (Kobe University Graduate School of Medicine, Japan). Eosinophil-specific *Sirpa*^-/-^ mice (*Epx*^Cre/+^*Sirpa*^fl/fl^) were generated by crossing *Sirpa*^fl/fl^ mice with *Epx*^Cre/+^ mice. The ΔdblGATA and *Tlr7*^-/-^ mice had a BALB/c background, and the *Epx*^Cre/+^ and *Sirpa*^fl/fl^ mice had a C57BL/6 background. Eight- to twelve-week-old males and females were used in this study. Littermates were used for experiments with *Epx*^Cre/+^*Sirpa*^fl/fl^ and *Epx*^+/+^*Sirpa*^fl/fl^ mice. ΔdblGATA, *Tlr7*^-/-^, and wild-type mice were not littermates. The mice were maintained at standard temperature and humidity under specific pathogen-free conditions. All procedures involving mice were reviewed and approved by the Center of Animal Care and Use of the Lee Gil Ya Cancer and Diabetes Institute, Gachon University (numbers: LCDI-2020-0113, LCDI-2021-0111, and LCDI-2023-0018).

### IMQ-induced psoriasis-like skin inflammation

At 8–10 weeks of age, the mice received daily topical administrations of 62.5 mg IMQ cream (5%) (Aldara™; 3 M Pharmaceuticals, Maplewood, MN, USA) or vehicle cream (Vaseline, Unilever, Rotterdam, Netherlands) on the shaved back for 5–7 consecutive days.

### Fluorescein isothiocyanate (FITC)-dextran permeability assay

The mice were deprived of water for 16–18 h, after which they were administered a single dose of 44 mg/100 g body weight 4-kDa FITC-dextran (Sigma‒Aldrich, St. Louis, MO, USA; cat# FD4). After 4 h, the FITC-dextran concentration in the serum was measured at 528 nm using a VICTOR X4 multilabel plate reader (PerkinElmer, Waltham, MA, USA).

### Enzyme-linked immunosorbent assay (ELISA)

A Quantikine Mouse CD14 ELISA Kit (R&D Systems, Minneapolis, MN, USA; cat# MC140) and a DuoSet Mouse Calprotectin ELISA Kit (R&D Systems; cat# DY8596-05) were used according to the manufacturer’s instructions. A human zonulin ELISA kit (Elabscience, Houston, TX, USA; cat# E-EL-H5560) was used to measure the serum levels of zonulin according to the manufacturer’s instructions. EPX was measured by sandwich/capture ELISA (anti-EPX capture antibody clone MM25-429.1.13; biotinylated anti-EPX detection antibody clone MM25-82.2.1, provided by Elizabeth Jacobsen), as previously described^19^. The absorbances of soluble CD14, calprotectin, and zonulin were measured at 450 nm, and that of EPX was measured at 630 nm using the VICTOR X4 instrument.

### Cytokine array analysis

The serum profiles of 40 different cytokines were assessed using a Mouse Cytokine Array Kit according to the manufacturer’s instructions (R&D Systems; cat# ARY006). Chemiluminescent signals were measured using an ImageQuant LAS 4000 biomolecular imager (GE Healthcare Bio-Sciences, Uppsala, Sweden). Signal quantification was performed using HLimage++ software (Western Vision Software, Salt Lake City, UT, USA).

### Histology

Skin, small intestine, and large intestine specimens were fixed in 10% neutral-buffered formalin (BBC Biochemical, Mount Vernon, WA, USA) for 24 h and then transferred to 70% ethanol. After dehydration in a series of ethanol gradients and being washed with xylene, the tissues were embedded in paraffin. Multiple 4-μm-thick sections were stained with hematoxylin and eosin. For immunofluorescence staining, fixed small intestine sections were hydrated in alcohol for 30 min and then placed in a 10 mM citric acid solution for 15 min to facilitate antigen recovery. Subsequently, the sections were permeabilized with 0.2% Triton-X-100 at room temperature for 10 min and blocked with 10% normal goat serum (Vector Laboratories, Newark, CA, USA; cat# S-1000-20) for 1 h. The tissue slides were incubated overnight with mucin 2 polyclonal antibody (1:200 dilution, GeneTex, Irvine, CA, USA; cat# GTX100664) or occludin polyclonal antibody (1:100 dilution, Thermo Fisher Scientific, Waltham, MA, USA; cat# 40-4700). The sections were washed with PBS and incubated with Alexa Fluor 488-linked goat anti-rabbit IgG (H&L) secondary antibody (1:250 dilution, Abcam, Cambridge, UK; cat# ab150077) for 1 h. After 10 min of staining with 4’,6-diamidino-2-phenylindole (Thermo Fisher Scientific; cat# D-3571), the slides were mounted using ProLong Gold Antifade (Molecular Probes, Eugene, Oregon, USA). For EPX staining, the intestinal sections were stained with an anti-EPX antibody (MM25-82.2.1; provided by Elizabeth Jacobsen) as previously described^20^. The sections were visualized using a DM6 B microscope equipped with a DFC7000T camera (Leica, Wetzlar, Germany). The fluorescence signals were quantified using i-SOLUTION™ (IMT i‐Solution, Inc., Vancouver, BC, Canada).

### Microbiota analysis

Genomic DNA was extracted from frozen stool samples using the QIAamp Fast DNA Stool Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. Amplification and sequencing of the 16S rRNA gene were performed as previously described^21^.

### RNA extraction, library construction, and sequencing

RNA was extracted from the skin and small intestines of mice using QIAzol and purified using an RNeasy Mini Kit (QIAGEN). The purified RNA was processed with DNase I (New England Biolabs, Ipswich, MA, USA) to remove genomic DNA. The total RNA concentration was calculated using Quant-IT RiboGreen (Invitrogen, Waltham, MA, USA). To assess the integrity of the total RNA, the samples were examined on a DEa TapeStation RNA screentape (Agilent, Santa Clara, CA, USA) with an RNA integrity threshold ≥ 7. A library was independently prepared with 1 μg of total RNA from each sample using an Illumina TruSeq Stranded mRNA Sample Prep Kit. The libraries were amplified by PCR and sequenced by Macrogen using an Illumina NovaSeq sequencing system to produce 100-bp paired-end reads.

### Sequence annotation and statistical analysis of gene expression

The raw reads were processed to remove low-quality adapter sequences. The processed reads were aligned to the mm10 mouse reference genome using HISAT v2.1.0^22^. StringTie v2.1.3b was used to assemble the aligned reads into transcripts and estimate their abundance. Genes with read counts of zero in at least one sample were excluded. To facilitate log2 transformation, 1 was added to each read count of the filtered genes. The filtered data were log2-transformed and normalized to the relative log expression. Statistically significant differentially expressed genes were determined by the nbinomWald test using DESeq2 and fold change. The null hypothesis was that there was no difference among the groups.

### Gene set enrichment analysis (GSEA)

GSEA was performed using GSEA v4.3.2, provided by the Broad Institute (Cambridge, MA, USA) as previously described^23^. Enrichment analysis was performed using hallmark gene sets from the MsigDB database. To determine the enrichment of the ontology gene sets (C5.all.v2022.1), mouse gene symbols were remapped to human orthologs. Leading-edge analysis was performed to determine overlapping gene sets. Selected gene sets with *P* < 0.05 and a false discovery rate < 0.25 are shown.

### Preparation of small intestine cell suspensions

After removing the fat and Peyer’s patches, the small intestine was opened longitudinally, flushed with PBS, and cut into segments. The segments were incubated with FACS buffer containing PBS, 5% fetal bovine serum (FBS; Gibco, Waltham, MA, USA), 20 mM hydroxyethyl piperazine ethane sulfonic acid (HEPES; Gibco), 1 mM sodium pyruvate (Gibco), and 10 mM ethylene diamine tetraacetic acid (LPS Solution, Daejeon, Korea) for 30 min at 37 °C to remove epithelial cells and then washed extensively with PBS. The FACS buffer-treated intestinal segments were thoroughly minced and incubated with 0.2% collagenase D (Roche, Mannheim, Germany) and 10 μg/ml DNase I (Roche) in RPMI 1640 (Sigma‒Aldrich) supplemented with 5% FBS with continuous stirring at 37 °C for 30 min. After being washed, the cells were subjected to density-gradient centrifugation in 40%/75% Percoll (Cytiva, Marlborough, MA, USA). The cells harvested from the interface were washed and used for assays.

### Flow cytometry and cell sorting

To characterize cell surface markers, the isolated cells were resuspended in FACS buffer and incubated with anti-mouse CD16/CD32 (BioLegend, San Diego, CA, USA; cat# 101330) for 15 min at 4 °C. The cells were then stained for 30 min at 4 °C with monoclonal antibodies (mAbs) against Ly-6G phycoerythrin (PE; cat# 551461), CD11c PE (cat# 557401), SiglecF PE (cat# 552126), SiglecF Brilliant Violet 650 (cat# 740557), Ly-6C FITC (cat# 553104) (all from BD Biosciences, San Diego, CA, USA), IA-IE Alexa700 (cat# 56-5321-82), SIRPα PE (cat# 12-1721-80) (eBioscience; San Diego, CA), CCR3 FITC (cat# FAB729F) (R&D Systems), Annexin V allophycocyanin (APC; cat# 640920), 7-aminoactinomycin D (7-AAD; cat# 420403), Zombie Aqua Brilliant Violet 510 (cat# 423102), CD45 PerCP-cy5.5 (cat# 103132), CD4 PE (cat# 100512), CD8a FITC (cat# 100705), CD317 FITC (cat# 127008), B220 APC (cat# 103212), TCR β chain FITC (cat# 109206), TCR γ/δ chain PE (cat# 118108), CD64 APC (cat# 139305), CD11b Brilliant Violet 421 (cat# 101235), and CD63 APC (cat# 143906) (BioLegend). For bromodeoxyuridine (BrdU) labeling experiments, the cells were fixed and stained using an APC BrdU Flow Kit (BD Biosciences; cat# 552598) according to the manufacturer’s instructions. Each sample was analyzed with a FACSymphony or LSRII flow cytometer (BD Biosciences). Small intestinal eosinophils (CD45^+^IA-IE^-^CCR3^+^SiglecF^+^) were sorted using a FACSAria II (BD Biosciences). The data were processed using FlowJo software (Tree Star, Ashland, OR, USA).

### BrdU administration and calculation of the eosinophil half-life

The mice were initially injected with 2 mg of BrdU and subsequently received 0.8 mg/ml BrdU (Sigma‒Aldrich, cat# B5002) in their drinking water for 7 days. The BrdU in the water was replaced every 3 days. The eosinophil half-life (*t*_1/2_) in the small intestine was calculated as *t*_1/2_ = *t*/log_0.5_(*N*_*t*_/*N*_*0*_), where *t* is the time of BrdU administration (7 days), *N*_*t*_ is the percentage of BrdU^-^ eosinophils after 7 days, and *N*_*0*_ is the percentage of BrdU^-^ eosinophils on Day 0 (100%), as previously described^24^.

### Quantitative PCR

cDNA was synthesized from the extracted RNA using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA, USA). Quantitative PCR was performed using the iQ SYBR Green Supermix (Bio-Rad Laboratories) on a CFX Connect real-time PCR detection system (Bio-Rad Laboratories). Relative gene expression was determined using the 2^−ΔΔCt^ method^25^. The primers used are listed in Supplementary Table 1.

### Cell culture

The AML 14.3D10 human eosinophil cell line (kindly provided by Il Yup Chung, Hanyang University, Korea) and Caco-2 human intestinal epithelial cells (Korea Cell Line Bank, Seoul, Korea) were maintained at a density of 10^6^ cells/ml in RPMI 1640 medium (Sigma‒Aldrich) supplemented with 10% FBS, 10 mM HEPES, 100 U/ml penicillin‒streptomycin (Gibco), 50 μg/ml gentamycin (Gibco), 1 mM sodium pyruvate, 50 μM 2-mercaptoethanol (Gibco), and 1 mM nonessential amino acids (Gibco) in an atmosphere with 5% CO_2_ at 37 °C. The culture supernatant was collected from 100% confluent AML14.3D10 cells cultured with or without further stimulation with 10 μg/ml or 100 μg/ml R837 (InvivoGen, San Diego, CA, USA) for 24 h. The supernatant was used as conditioned media (CM). Caco-2 cells were stimulated with CM from AML14.3D10 cells for 24 h.

### Cell viability assay

The viability of Caco-2 cells was determined using a water-soluble tetrazolium salt assay kit according to the manufacturer’s instructions (EZ-Cytox Cell Viability Assay Kit; DoGEN, Seoul, Korea; cat# EZ-1000). The absorbance was measured at 450 nm by the VICTOR3 instrument.

### Analysis of transepithelial electrical resistance (TEER)

Caco-2 cells were seeded on tissue-culture polycarbonate membrane filters (pore size, 0.4 μm) in 24-well Transwell plates (SPL, Gyeonggi, Korea) at a density of 1.5×10^5^ cells/cm^2^. The cells were maintained for 14 days after seeding. Prior to TEER measurements, the standard medium was replaced with CM collected from AML14.3D10 cells. TEER was measured using a Millicell ERS meter (Millipore, Bedford, MA, USA) and calculated as the percentage change in Ω cm^2^ compared with that in the control group.

### Culture of bone marrow-derived eosinophils (BMEOs)

Bone marrow cells were collected and filtered through a 100-μm cell strainer (Corning, Glendale, AZ, USA). Red blood cells were lysed using ammonium chloride potassium lysis buffer. The isolated bone marrow cells were cultured for 14 days. The culture medium was supplemented with 100 ng/ml FMS-like tyrosine kinase 3 ligand and stem cell factor (PeproTech, Rocky Hill, NJ, USA) for the first 4 days, followed by 10 ng/ml IL-5 (PeproTech) for the next 8 days^26^. For the adoptive transfer assay, 1×10^7^ cultured BMEOs were injected intravenously into ΔdblGATA mice.

### Measurement of blood perfusion changes in the skin

Blood perfusion in the skin was examined using a laser Doppler perfusion imaging analyzer (Moor Instruments, Devon, UK) prior to the application of the vehicle cream and IMQ on each day of the experiment. The results are shown as arbitrary perfusion units. The analysis was performed on images from one mouse per group. The regions of interest were selected according to the area of the dorsal skin.

### Liquid chromatography-tandem mass spectrometry (LC‒MS/MS) analysis

An Agilent Technologies HPLC 1200 system coupled to an AB SCIEX Triple Quad 5500 mass spectrometer equipped with a turbo ion spray interface in positive ionization mode (Applied Biosystems SCIEX, Concord, ON, Canada) was used for LC‒MS/MS. Chromatography was achieved in isocratic mode using a mobile phase consisting of 0.1% formic acid in water and acetonitrile (30:70, v/v) at a flow rate of 0.2 ml/min on a SynergiTM 4 μm polar-RP 80 A column (75 mm × 2.0 mm, 2.6 μm; Phenomenex, Torrance, CA, USA) maintained at 30 °C. The autosampler was maintained at 4 °C, and the injection volume was 10 μl for mouse plasma and tissue samples. The selected reaction monitoring transitions were *m/z* 241.0 → 168.0 for IMQ and 180.2 → 162.2 for the internal standard (phenacetin). The mass data were processed using Analyst software version 1.5.2 (Applied Biosystems-SCIEX). The limit of quantitation of IMQ was 1 ng/ml.

### Graphical illustrations

Schematics of the experimental workflows were created using a licensed version of Biorender.com.

### Statistical analysis

All the experiments were performed in duplicate, except for the microbiota and RNA sequencing experiments. Two-group comparisons were performed using a two-tailed unpaired Student’s *t* test or the Mann–Whitney U test. Differences among groups were examined for statistical significance using one-way analysis of variance (ANOVA) with Tukey’s or Bonferroni post hoc correction or the Kruskal–Wallis test with Dunn’s multiple comparison test. Multiple comparison tests were performed using two-way ANOVA with Bonferroni post hoc correction. *P* < 0.05 was considered to indicate statistical significance. Statistical tests were performed based on the normality of the data distribution.

## Results

### Psoriatic skin inflammation in mice induces systemic changes and primarily affects the immune environment of the small intestine

Compared with healthy individuals, patients with psoriasis had increased serum levels of soluble CD14 (sCD14) and calprotectin, which are markers of inflammation^27,28^ (Fig. 1a, b). Upregulated expression of zonulin, which is a biomarker of intestinal barrier integrity^29^, was also observed in the sera of these patients (Fig. 1b). Given that the application of IMQ to mice results in psoriasis-like symptoms^30^, we assessed whether topical IMQ could affect intestinal barrier integrity. As shown in Fig. 1c and d, mice treated with IMQ and administered FITC-dextran by oral gavage exhibited elevated serum levels of FITC-dextran. Additionally, the serum levels of sCD14 and calprotectin were increased in IMQ-treated mice. These findings suggest an increase in intestinal permeability in mice with psoriatic skin inflammation.

**Fig. 1:**
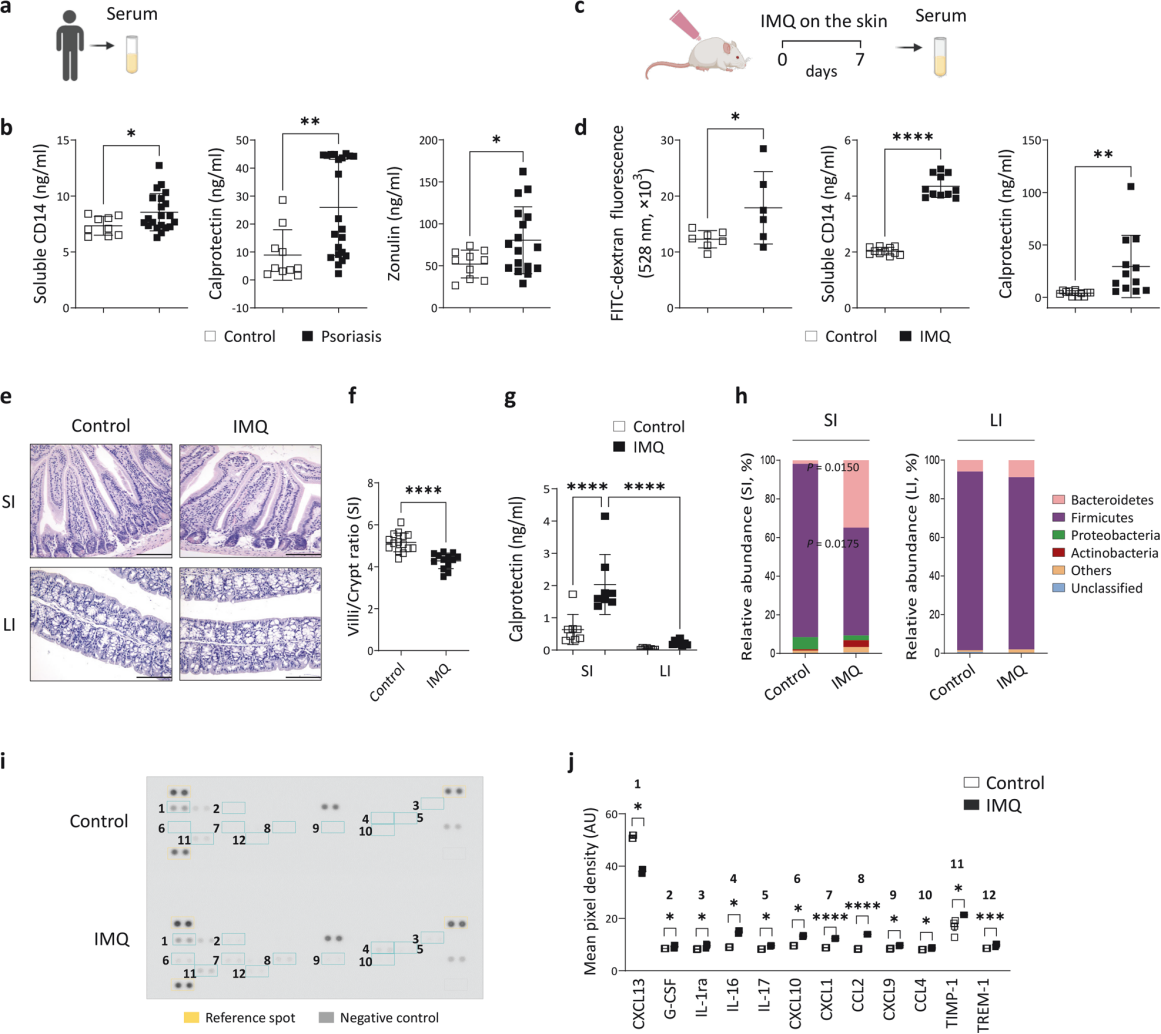
Psoriatic skin inflammation induces changes in the intestinal microenvironment. **a**, **b** Serum concentrations of soluble CD14, calprotectin, and zonulin in healthy individuals and patients with psoriasis. **c** Schematic of imiquimod (IMQ)-induced psoriatic inflammation. **d** Serum fluorescein isothiocyanate (FITC)-dextran fluorescence and soluble CD14 and calprotectin concentrations in mice. **e** Images of hematoxylin and eosin-stained tissues from the small intestine (SI) and large intestine (LI). Scale bars, 124.5 μm. **f** Ratio of villus length to crypt length. Three to five villi and crypts were analyzed per section. **g** Calprotectin concentrations in stool. **h** Sequencing of the stool microbiota of the SI and LI of mice treated with IMQ (*n* = 3) or vehicle cream (*n* = 4). Image of the cytokine array membrane (**i**) and the quantified density (**j**). The data are presented as the means ± SDs. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 according to unpaired *t* tests (**b**, **d**, **f**, **h**, and CCL2 and CXCL9 in **j**), Mann–Whitney tests (calprotectin in **b** and **j**), or one-way ANOVA with Bonferroni’s multiple comparisons (**g**).

Although the histological features of the large intestine were comparable between control and IMQ-treated mice, the small intestines of mice with psoriatic dermatitis exhibited abnormal villous architecture, which was accompanied by a significant decrease in the villus length-to-crypt length ratio (Fig. 1e, f). Consistently, the increased levels of stool calprotectin and alterations in microbial composition were more pronounced in the small intestines (Fig. 1g, h). The significantly increased levels of various inflammatory mediators in the sera of IMQ-treated mice (Fig. 1i, j; Supplementary Fig. 1a) indicated a systemic effect of psoriatic inflammation. To determine whether psoriatic inflammation in mice leads to generalized extracutaneous changes rather than those specific to the small intestine, we assessed the histological characteristics and expression of inflammatory mediators in the kidney and liver. As shown in Supplementary Fig. 1b, the histological structures of these organs were similar between the control and IMQ-treated groups. In addition, we found that the levels of calprotectin and IL-1β per milligram of tissue were increased in the lysates of the small intestine (calprotectin, *P* = 0.0590; IL-1β, *P* = 0.0470) but not in kidney or liver lysates (Supplementary Fig. 1c).

### Psoriatic skin inflammation induces distinct transcriptome changes in the small intestine and skin

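Skin and small intestine of mice treated with vehicle or with imiquimod (IMQ), a ligand of the endosomal receptor TLR7 that induces psoriasis-like dermatitis when applied to the skin, were analyzed by RNA sequencing. The treated mice received 62.5 mg per day of a cream with 5% IMQ (Aldara), and the control mice received Vaseline as the vehicle. The creams were different products, so an effect of the cream base cannot be separated here from that of IMQ. The methods state 5 to 7 days on the shaved back, whereas the annotation of the samples states 5 to 8 days with the right ear included, and neither gives the days of each mouse. There were 3 control and 3 IMQ libraries of the skin, and 3 control and 2 IMQ libraries of the small intestine. Fig. 2d shows 3 columns for the IMQ-treated small intestine, of which 2 libraries were analyzed here. The authors aligned the reads to mm10 with HISAT, quantified them with StringTie and deposited the read count, the FPKM and the TPM of 45777 genes in each library. The paper's text does not name how reads that match several genes were counted, so values of near-identical paralogs are uncertain. The total count per library was 45681955 to 52492181 in control skin (median 51766315), 44995414 to 47698087 in IMQ-treated skin (median 46051020), and 48035631 to 58526384 in control small intestine (median 48163391). The totals of the IMQ-treated small intestines were 48962832 and 56074304. Libraries of the same condition differed by more than the sampling noise in each of the 10 pairs, so each was treated as a separate sample. Genes without a count in at least one library of the comparison were excluded. The paper gives a like rule, without stating whether it was applied by tissue. The counts were normalized by relative log expression and each tissue was tested separately with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used the Wald test of DESeq2, which was run as an alternative. Fold changes compare IMQ-treated with control mice, and normalized counts are scaled to the mean library size of the tissue. Control replicate 2 of the skin carried transcripts of the small intestine, at a median of 0.882% of their level in control small intestine over 152 genes. It also had hair follicle and pigment genes near their level in IMQ-treated skin, unlike the other controls. Positions are those of mm10 (GRCm38).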

To better understand the changes in the small intestines of mice with psoriatic inflammation, we compared the transcriptomes of the skin and the small intestine. GSEA identified gene ontology (GO) terms that were enriched in the skin and small intestines of mice with psoriatic dermatitis compared to those of control mice (Fig. 2a, c). 

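In the skin, 1382 of the 20512 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 830 were higher and 552 lower in IMQ-treated mice. In the small intestine the same test gave 588 of 19965 genes, of which 554 were higher and 34 lower. The Wald test of DESeq2 moved these numbers most among the other models, to 3030 genes in the skin (1514 higher and 1516 lower) and 1206 in the small intestine (1006 higher and 200 lower). The number for the skin also depended on single libraries, since it was 258 without IMQ replicate 5 and 2521 without control replicate 2. Without control replicate 9 of the small intestine, 378 genes were called in that tissue. Gene set tests were run over the mouse Reactome pathways with 15 to 1000 genes tested, because the GO collection of the paper's GSEA was not used here. Camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment called 86 of 718 pathways in the skin, 73 higher and 13 lower, and 121 of 735 in the small intestine, 51 higher and 70 lower. Fry also called 18 of the 86 in the skin and 0 of the 121 in the small intestine, where 138 of all pathways had an unadjusted p under 0.05. With a correlation estimated from the data, 0 were called in either tissue, with 22 pathways at an unadjusted p under 0.05 in the skin and 26 in the small intestine. Preranked GSEA on the same statistics called 82 of the 86 and 117 of the 121. Camera called 216 pathways in the skin without control replicate 2, and 48 in the small intestine without control replicate 7, of which 46 were higher and 2 lower. When the 6 skin libraries were divided into groups of 3 in each of the 10 possible ways, 8 divisions gave at least as many pathways as the real one, which was counted among them. In the skin, the pathway with the smallest p was cell surface interactions at the vascular wall (84 genes, median log2 fold change 0.33), with an adjusted p of 2.20e-09 from camera and 0.0256 from fry. Activation of matrix metalloproteinases (19 genes, median log2 fold change 1.06) had an adjusted p of 4.83e-08 from camera and 0.0181 from fry.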

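All 59 genes shown in Fig. 2b were higher in the skin of IMQ-treated mice, with a median log2 fold change of 1.98. Of these, 51 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 59 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The number was 29 with a score of hair follicle genes as a covariate, which was chosen after the data were seen, and 30 without IMQ replicate 5. *Cxcl5* (Entrez Gene 20311), a neutrophil chemokine gene on chromosome 5 from 90759298 to 90761625, had a normalized count of 500.0 ± 286 (SD, n = 3) in IMQ-treated mice and 3.67 ± 2.13 (SD, n = 3) in control mice, a log2 fold change of 7.01 (standard error 0.74, adjusted p = 0.00499 from the same test). *Il23r* (Entrez Gene 209590), on chromosome 6 from 67422932 to 67491855, rose from 14.2 ± 1.85 (SD, n = 3) to 212 ± 81.6 (SD, n = 3) normalized counts, a log2 fold change of 3.89 (standard error 0.39, adjusted p = 0.00432 from the same test). With each library left out in turn, the log2 fold change stayed between 6.69 and 7.58 for *Cxcl5* and between 3.60 and 4.16 for *Il23r*, and both genes were called in all 6 fits. For *Zap70* (Entrez Gene 22637), on chromosome 1 from 36761798 to 36782821, the normalized count was 409 ± 199 (SD, n = 3) in IMQ-treated mice and 107 ± 39.2 (SD, n = 3) in control mice, a log2 fold change of 1.94 (standard error 0.43, adjusted p = 0.0447 from the same test). The call of *Zap70* was kept in 1 of the 6 fits that left out a library, in which the adjusted p ranged from 0.0326 to 0.146. The genes of the CD3 chains lie next to each other on chromosome 9, *Cd3g* from 44969572 to 44980431, *Cd3d* from 44981769 to 44987052 and *Cd3e* from 44998735 to 45009663. Their log2 fold changes were 1.45, 1.27 and 1.39, with adjusted p-values of 0.170, 0.137 and 0.143 from the same test. The normalized counts of all 3 genes overlapped between the groups, with the highest control value in replicate 2, and the genes were not called when adjusted over all genes tested. Over the 10 other models and filters the adjusted p ranged from 0.0365 to 0.215 for *Cd3g*, from 0.0249 to 0.216 for *Cd3d* and from 0.0243 to 0.227 for *Cd3e*, with the lowest value from the Wald test of DESeq2. The largest change in Fig. 2b was that of *S100a9*, on chromosome 3 from 90692630 to 90695721, with a log2 fold change of 9.46 (adjusted p = 7.60e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

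**Figure D1:**
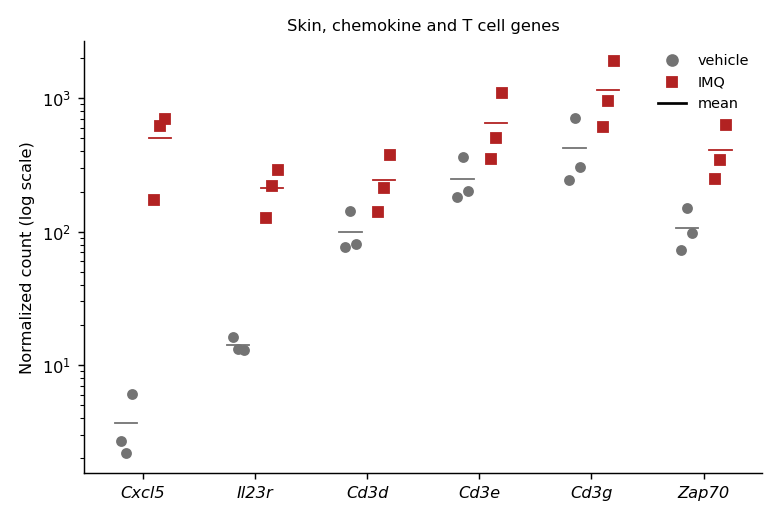
Normalized count in skin (log scale) of genes of a chemokine, the IL-23 receptor, CD3 chains and ZAP-70. Each point is a library from a control mouse (circles, n = 3) or an IMQ-treated mouse (squares, n = 3) and each line is the group mean. The groups are apart for *Cxcl5*, *Il23r* and *Zap70* and overlap for the 3 CD3 genes.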

Most of the significant GO terms in the lesional skin were related to inflammatory responses, and genes such as *Cxcl5*, *Il23r*, *Cd3*, and *Zap70*, which are implicated in neutrophil recruitment and Th17 differentiation, were upregulated (Fig. 2b). The significant GO terms in the small intestine were also enriched in immune functions, such as the regulation of phagocytosis and leukocyte-mediated immunity (Fig. 2c). 

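Among the pathways that camera called higher in the small intestine, Fc gamma receptor-dependent phagocytosis (70 genes, median log2 fold change 0.10) had an adjusted p of 1.70e-09 and regulation of actin dynamics for phagocytic cup formation (50 genes, median 0.09) one of 8.94e-06. Their adjusted p-values from fry were 0.0953 and 0.133. The smallest p belonged to the GPVI-mediated activation cascade (28 genes, median log2 fold change 0.47), with an adjusted p of 7.32e-22 from camera and 0.0634 from fry. The Toll-like receptor cascades (105 genes, median log2 fold change 0.14) had an adjusted p of 2.37e-06 from camera and 0.100 from fry. The cascades of TLR7 and TLR8 (66 genes) and of TLR9 (68 genes) were nearer the threshold in camera, with adjusted p-values of 0.0405 and 0.0416. In the leukocyte-mediated immunity set of Fig. 2d, all 22 genes were higher in both IMQ libraries than in every control library. Chance separates the groups in 20% of unaffected genes, in either direction. That rate is no yardstick here, because the 22 genes were chosen as changed on these samples. Of these genes, 21 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from 1.65 to 4.28. Over all 40 genes of Fig. 2d, 39 were higher and 36 of these were called, or 39 when adjusted over the list alone, which was chosen on these samples. With a score of proximal small intestine genes as a covariate, chosen after the data were seen, 23 of the 40 were called. Without control replicate 8 or 9 the number was 32.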

*Tlr8*, *Tlr9*, *C1qb*, *C1qc*, and *Tnf* were among the most highly upregulated IMQ-induced genes related to leukocyte-mediated immunity in the small intestine, indicating the activation of innate inflammation mediated by endosomal TLR-sensing of nucleic acids (Fig. 2d). 

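*Tlr8* (Entrez Gene 170744), on chromosome X from 167241123 to 167264329, had the largest change of the 22 genes, with a normalized count of 2627 ± 259 (SD, n = 2) in IMQ-treated mice and 135 ± 22.4 (SD, n = 3) in control mice, a log2 fold change of 4.28 (standard error 0.18, adjusted p = 1.37e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tlr9* (Entrez Gene 81897), on chromosome 9 from 106222598 to 106226876, had the tenth largest change, with 1092 ± 58.6 (SD, n = 2) in IMQ-treated mice and 182 ± 35.8 (SD, n = 3) in control mice, a log2 fold change of 2.58 (standard error 0.21, adjusted p = 8.48e-04 from the same test). The complement genes *C1qb* (Entrez Gene 12260) and *C1qc* (Entrez Gene 12262) lie next to each other on chromosome 4, from 136880126 to 136886200 and from 136889801 to 136892936. The normalized count of *C1qb* was 15004 ± 70.1 (SD, n = 2) in IMQ-treated mice and 2112 ± 604 (SD, n = 3) in control mice, a log2 fold change of 2.83 (standard error 0.23, adjusted p = 8.64e-04 from the same test), the eighth largest change. For *C1qc* it was 15270 ± 432 (SD, n = 2) in IMQ-treated mice and 2495 ± 589 (SD, n = 3) in control mice, a log2 fold change of 2.61 (standard error 0.20, adjusted p = 7.08e-04 from the same test). When each library was left out in turn, the log2 fold change stayed between 4.15 and 4.37 for *Tlr8*, between 2.44 and 2.71 for *Tlr9*, between 2.65 and 3.07 for *C1qb* and between 2.46 and 2.81 for *C1qc*. *Tnf* (Entrez Gene 21926), on chromosome 17 from 35199367 to 35202007, had the seventeenth largest change. Its normalized count was 207 ± 129 (SD, n = 2) in IMQ-treated mice and 54.8 ± 11.1 (SD, n = 3) in control mice, a log2 fold change of 1.91 (standard error 0.43, adjusted p = 0.0772 from the same test). The IMQ libraries had 115 and 298 normalized counts of *Tnf*, so its log2 fold change was 1.07 without IMQ replicate 11 and 2.45 without IMQ replicate 10. Over the 10 other models and filters the adjusted p of *Tnf* ranged from 0.00101 to 0.203, with the lowest value from the Wald test of DESeq2. *Tlr7*, the gene of the receptor for IMQ, had a log2 fold change of 1.20 (standard error 0.19, adjusted p = 0.0185 from the same test). Its call was kept in 1 of the 3 fits that left out a control library (adjusted p from 0.0216 to 0.0845) and in 8 of the 10 other models and filters (8.03e-08 to 0.0884).

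**Figure D2:**
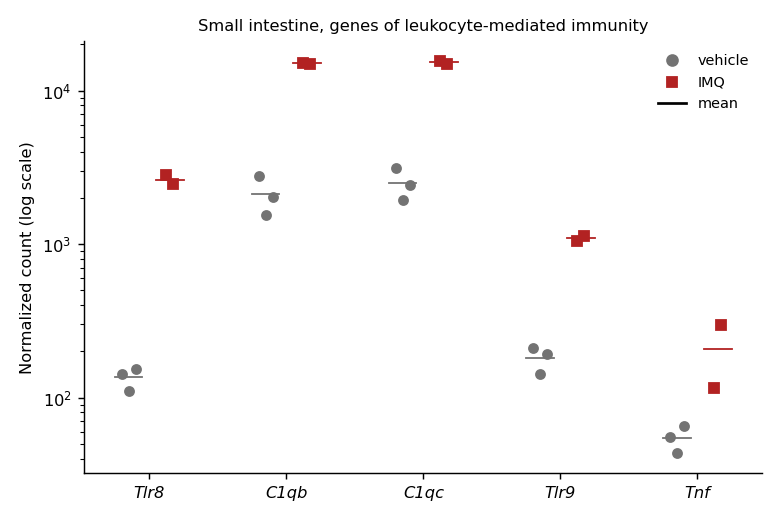
Normalized count in small intestine (log scale) of *Tlr8*, *C1qb*, *C1qc*, *Tlr9* and *Tnf*. Each point is a library from a control mouse (circles, n = 3) or an IMQ-treated mouse (squares, n = 2) and each line is the group mean. The groups are apart for all 5 genes, and the IMQ libraries lie farthest from each other for *Tnf*.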

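The ficolin-1-rich granule membrane set of Fig. 2d holds 13 genes. In the small intestine all 13 were higher in IMQ-treated mice, with a median log2 fold change of 2.54, and 11 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The formyl peptide receptor genes *Fpr1* (Entrez Gene 14293) and *Fpr2* (Entrez Gene 14289) lie next to each other on chromosome 17, from 17876471 to 17883939 and from 17887824 to 17893952, and are paralogs between which reads can be shared. *Fpr1* rose from 15.8 ± 10.3 (SD, n = 3) to 939 ± 374 (SD, n = 2) normalized counts, a log2 fold change of 5.85 (standard error 0.48, adjusted p = 8.58e-04 from the same test). The normalized count of *Fpr2* was 1994 ± 324 (SD, n = 2) in IMQ-treated mice and 34.4 ± 12.7 (SD, n = 3) in control mice, a log2 fold change of 5.84 (standard error 0.30, adjusted p = 1.95e-04 from the same test). Among genes with more counts, *Slc11a1* (Entrez Gene 18173), on chromosome 1 from 74375014 to 74386057, reached 3444 ± 175 (SD, n = 2) normalized counts after IMQ, a log2 fold change of 3.82 (standard error 0.15, adjusted p = 1.20e-04 from the same test). *Fcer1g* (Entrez Gene 14127), on chromosome 1 from 171229572 to 171234349, reached 5476 ± 550.1 (SD, n = 2), a log2 fold change of 3.47 (standard error 0.22, adjusted p = 3.79e-04 from the same test). The integrin genes *Itgb2* and *Itgax* had log2 fold changes of 3.43 and 2.82 (adjusted p = 3.79e-04 for both from the same test). *Enpp4* and *Cd93* were higher in both IMQ libraries than in every control library, with log2 fold changes of 0.67 and 0.68, and were not called (adjusted p = 0.0946 and 0.0981 from the same test). *Prcp* (log2 fold change 0.84, adjusted p = 0.0419 from the same test) lost its call when any one of the control libraries was left out.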

The small intestines of IMQ-treated mice also exhibited upregulation of several GO terms related to granules or granule membranes (Fig. 2c), suggesting an increase in the release of intracellular granular contents. These findings suggest that psoriatic skin inflammation leads to disturbances in the homeostatic microenvironment of the small intestine, which are distinct from the inflammatory changes in the skin.

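The response to IMQ was compared between the tissues in one model of all 11 libraries, over the 18108 genes with a count in every library. The difference between the tissues, tested as an interaction with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was called for 462 genes, with the change more positive in the small intestine for 307 and in the skin for 155. The Wald test of DESeq2 called 1281 genes, and the number was 200 without IMQ replicate 5 of the skin and 1072 without control replicate 2 of the skin. Of the 462, 302 changed in opposite directions in the tissues, and 11 of these were also called in both tissues on their own. *Mmp13* and *Mmp9* were higher in the skin (log2 fold changes 3.41 and 1.72) and lower in the small intestine (-2.24 and -1.34). In the fits that left out a library, the skin call was kept in 2 of 6 for *Mmp13* and 1 of 6 for *Mmp9* (adjusted p up to 0.114 and 0.145 from the same test), and the small intestine call in 2 of 3 for each (up to 0.0877 and 0.0806). *Ear2*, which belongs to a family of near-identical genes, was lower in the skin (-3.25) and higher in the small intestine (2.13), with the call kept in 5 of 6 and 2 of 3 such fits. *Mmp9* and *Ear2* were singled out after their values were seen. The interaction was 2.51 on the log2 scale for *Tlr8* (standard error 0.39, adjusted p = 0.00903 from the same test), -6.47 for *Cxcl5* (standard error 0.92, adjusted p = 0.00598) and -3.19 for *Il23r* (standard error 0.49, adjusted p = 0.00829). For *Tlr9*, *C1qb* and *C1qc* it was not called (adjusted p = 0.124, 0.0705 and 0.0884 from the same test). The tissues also shared a part of their response. Of the genes called in each tissue, 236 were called in both, 224 of them higher in both, against 35.2 if the calls were independent (odds ratio 13.5, Fisher's exact test across genes, p = 1.48e-138, where genes are not independent replicates). Of the 529 genes called higher in the small intestine among these genes, 42.3% were also called higher in the skin. Without IMQ replicate 5 of the skin, 91 genes were called in both tissues. From the enriched GO terms and the genes behind them, the paper proposes that psoriatic skin inflammation disturbs the homeostasis of the small intestine in a way that differs from the inflammation of the skin.

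**Figure D3:**
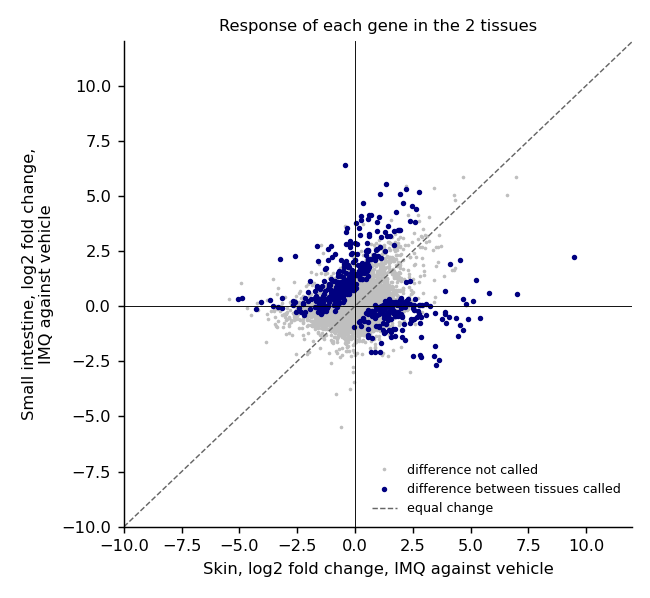
Log2 fold change of IMQ-treated against control mice in the skin (horizontal axis) and in the small intestine (vertical axis). Each point is one of the 18108 genes with a count in all 11 libraries, dark where the difference between the tissues was called (462 genes), and the dashed line marks an equal change. The dark points lie both above and below the line.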

**Fig. 2:**
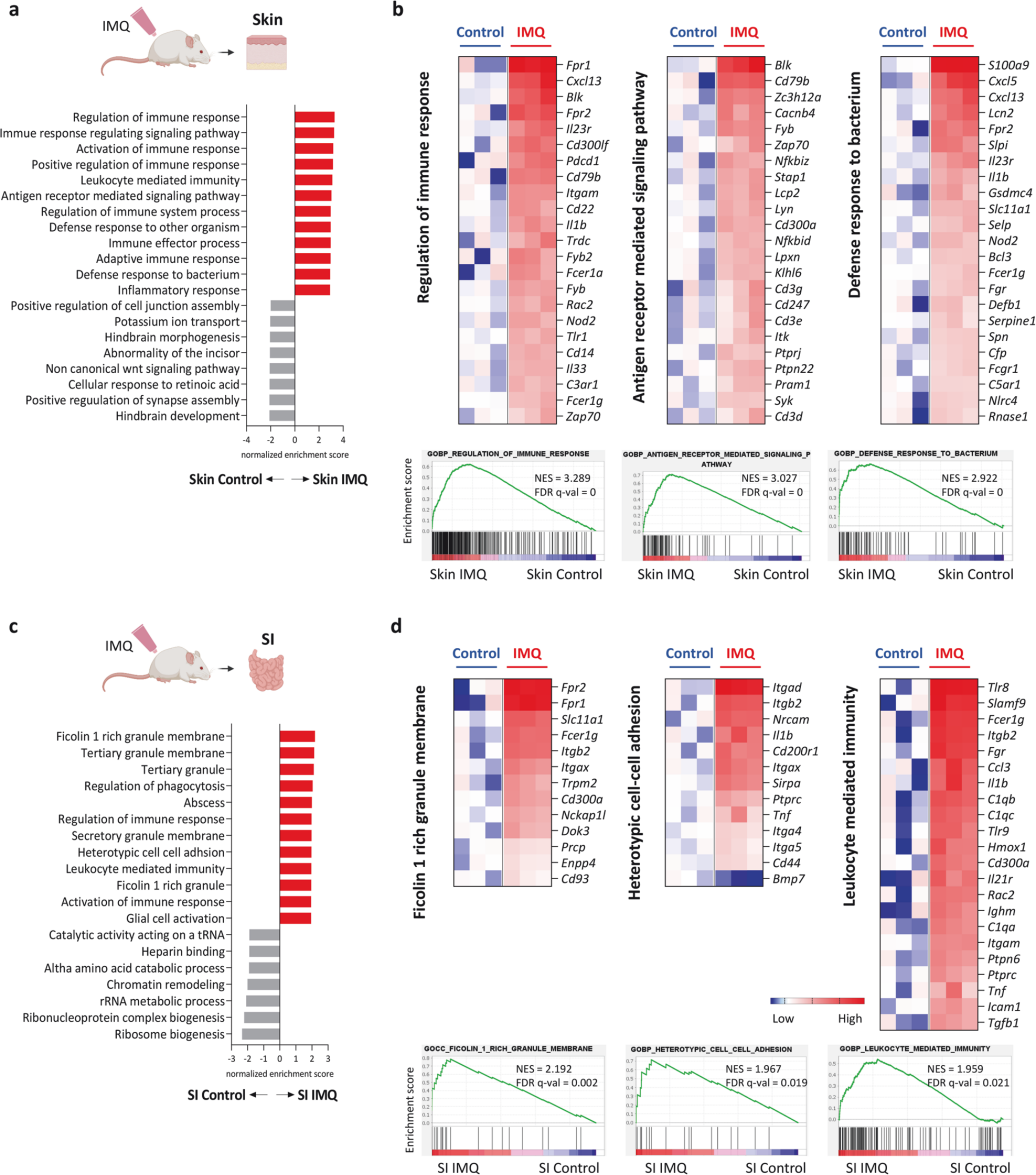
The skin and small intestines of mice with psoriatic inflammation exhibit differential transcriptomic changes. Gene ontology terms enriched in the skin (**a**) and small intestine (SI; **c**) of imiquimod (IMQ)-treated mice compared with vehicle-treated control mice were determined by gene set enrichment analysis. Selected gene sets and enrichment plots of genes that were differentially expressed in the skin (**b**) and SI (**d**) of vehicle-treated and IMQ-treated mice (adjusted *P* < 0.05). The heatmaps show the log_2_-fold change relative to the geometric mean fragments per kilobase of transcript per million mapped reads + 0.01.

### Psoriatic skin inflammation reduces the molecules supporting barrier integrity and decreases the eosinophil count in the small intestine

IMQ treatment did not increase the expression of *Il23* or *Il17a* in the small intestine, although it increased the expression of several inflammatory cytokines implicated in early innate immune responses (Fig. 3a). In addition, the small intestines of mice with psoriatic inflammation exhibited reduced expression of genes encoding epithelial tight junction molecules (Fig. 3a). Immunofluorescence staining confirmed the reduced protein expression of occludin and mucin2 in the small intestine of mice with psoriatic inflammation (Fig. 3b, c).

**Fig. 3:**
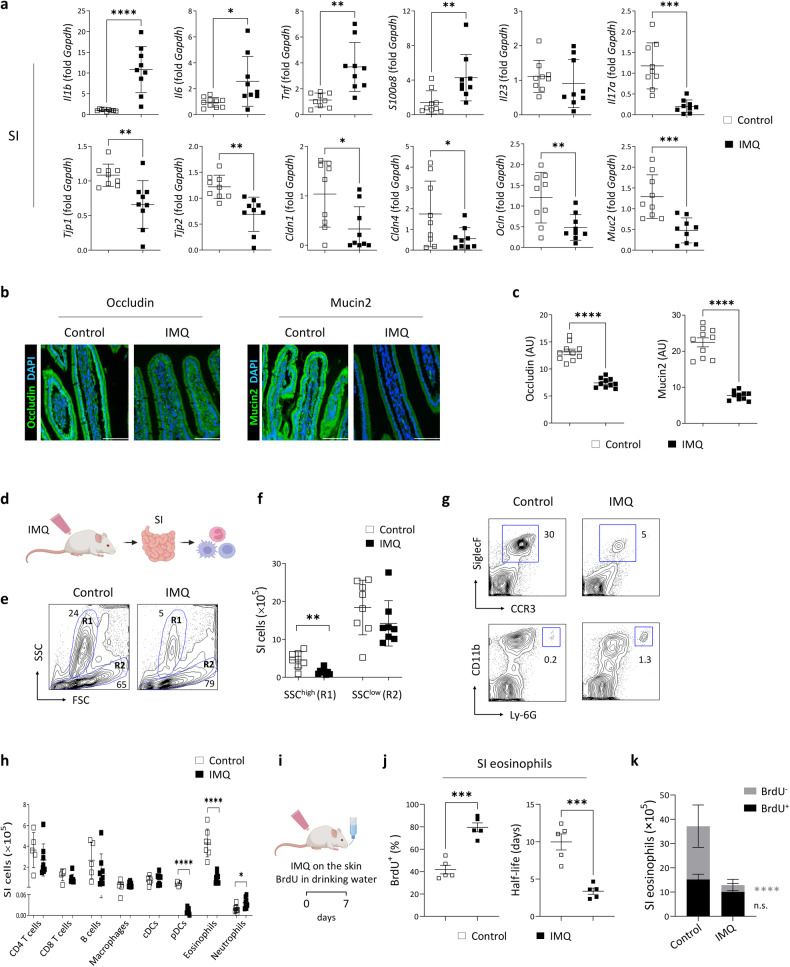
Psoriatic skin inflammation induces inflammatory changes and reduces the number of eosinophils in the small intestine. **a** Quantitative PCR analysis of the small intestine (SI). Occludin and mucin 2 (green) immunofluorescence staining (**b**) and quantification (**c**) in the SI. Nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI; blue). The fluorescence intensity of each section was analyzed. Scale bars, 62.3 μm. **d** Schematic of the cell isolation procedure. **e** The forward scatter (FSC) and side scatter (SSC) populations of cells in the SI. SSC^high^ and SSC^low^ cells are indicated as R1 and R2, respectively. **f** Absolute number of cells. **g** Representative flow cytometry plots of eosinophils (upper row) and neutrophils (lower row) in the SI. **h** Absolute numbers of immune cells in the SI. cDCs, conventional dendritic cells; pDCs, plasmacytoid DCs. **i** Schematic of bromodeoxyuridine (BrdU) treatment. **j** Percentage of BrdU^+^ eosinophils in the SI (left) and estimated half-life of small intestinal eosinophils (right). **k** The absolute numbers of BrdU^+^ and BrdU^-^ eosinophils in the SI. The data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 according to unpaired *t* tests (**a**, **c**, **f**, **h**, and **j**), Mann–Whitney tes*t*s (*S100a8* and *Cldn1* in **a**), or two-way ANOVA with Bonferroni’s multiple comparisons (**k**).

Flow cytometric analysis of small intestinal immune cells revealed that IMQ treatment reduced the frequency and total number of cells with high side scatter (SSC^high^) corresponding to granulocytes (Fig. 3d–f). Notably, the frequency and number of eosinophils were dramatically reduced in the small intestines of IMQ-treated mice, whereas those of neutrophils were increased (Fig. 3g, h**;** Supplementary Fig. 2). The ingestion of topically applied IMQ during the development of psoriatic inflammation can lead to intestinal changes^31^. To address this, we analyzed the pathological changes in the skin and small intestines of IMQ-treated mice wearing Elizabethan collars to prevent ingestion. As shown in Supplementary Fig. 3, these mice exhibited genetic expression patterns similar to those of mice not wearing Elizabethan collars and exhibited decreases in the frequency and number of small intestinal eosinophils (Supplementary Fig. 3g, h). These findings indicated that the results were not due to the unintended ingestion of IMQ.

Since eosinophils in the small intestine are terminally differentiated, the reduction in eosinophil numbers may be due to reduced eosinophil migration or defective eosinophil survival^24^. To distinguish between these possibilities, we continuously administered the nucleoside analog BrdU to mice during IMQ treatment and quantified the number of BrdU^+^ and BrdU^-^ eosinophils in the small intestine. As shown in Fig. 3i and j, approximately 42% and 80% of eosinophils were BrdU^+^ in control mice and IMQ-treated mice, respectively, corresponding to an eosinophil half-life of 10.0 days in control mice and 3.4 days in mice with psoriatic dermatitis. Despite an increase in the percentage of BrdU^+^ eosinophils in IMQ-treated mice, the absolute number of BrdU^+^ eosinophils was similar between IMQ-treated and control mice (Fig. 3k). These findings indicate that the survival of small intestinal eosinophils is reduced in mice with psoriatic dermatitis. However, we did not observe a decrease in small intestinal eosinophils or inflammatory changes in the small intestine following intraperitoneal administration of IMQ (Supplementary Fig. 4).

### Degranulation of small intestinal eosinophils induced by psoriatic skin inflammation leads to intestinal epithelial damage

In eosinophilic inflammatory diseases, eosinophils undergo cytolytic death and induce tissue damage through the release of toxic cytoplasmic granules^32^. We hypothesized that psoriatic skin inflammation disrupted the small intestinal barrier by inducing the release of cytoplasmic granules from cytolytic eosinophils. Topical IMQ administration reduced the expression of *Ccr3*, which is a gene encoding an eosinophil-expressed chemokine receptor, and increased the expression of *Prg2*, which is a gene encoding an eosinophil granule-derived major basic protein, in the small intestine but not in the large intestine (Fig. 4a). Consistent with these findings, mice with psoriatic inflammation exhibited increased levels of eosinophil granule-derived proteins in the intestines, as evidenced by increased EPX expression in the small intestine and stool (Fig. 4b). Eosinophil exocytosis is associated with an increase in the tetraspanin CD63^33^. Conversely, the inhibitory receptor signal regulatory protein alpha (SIRPα) plays a role in suppressing the degranulation of small intestinal eosinophils^34^. Interestingly, we observed that the eosinophils isolated from the small intestines of mice with psoriatic inflammation exhibited increased levels of CD63 and reduced levels of SIRPα compared with those isolated from control mice (Fig. 4c). To determine the causal role of small intestinal eosinophil degranulation in psoriasis, we generated eosinophil-specific SIRPα conditional knockout mice (*Epx*^Cre/+^*Sirpa*^fl/fl^) (Supplementary Fig. 5a and b) and treated them with IMQ. After 5 days of treatment, compared to *Epx*^+/+^*Sirpa*^fl/fl^ mice, *Epx*^Cre/+^*Sirpa*^fl/fl^ mice exhibited exacerbated psoriatic dermatitis characterized by increases in skin thickness and the expression of *S100a8* and *Il23* (Fig. 4d–g). Under steady-state conditions, *Epx*^Cre/+^*Sirpa*^fl/fl^ mice maintained an immune cell composition similar to that of the *Epx*^+/+^*Sirpa*^fl/fl^ mice (Supplementary Fig. 5c). Furthermore, no significant increase in inflammatory gene expression or decrease in the expression of genes linked to barrier function was observed (Supplementary Fig. 5d). However, in response to IMQ treatment, the small intestines of *Epx*^Cre/+^*Sirpa*^fl/fl^ mice exhibited increased EPX and *Il1b* expression and decreased expression of *Ccr3* and genes related to epithelial junctions, including *Tjp1*, *Tjp2*, *Cldn4*, *Ocln*, and *Muc2* (Fig. 4h, i). These findings reinforce the pathological significance of eosinophil degranulation and inflammatory alterations in both the skin and small intestine.

**Fig. 4:**
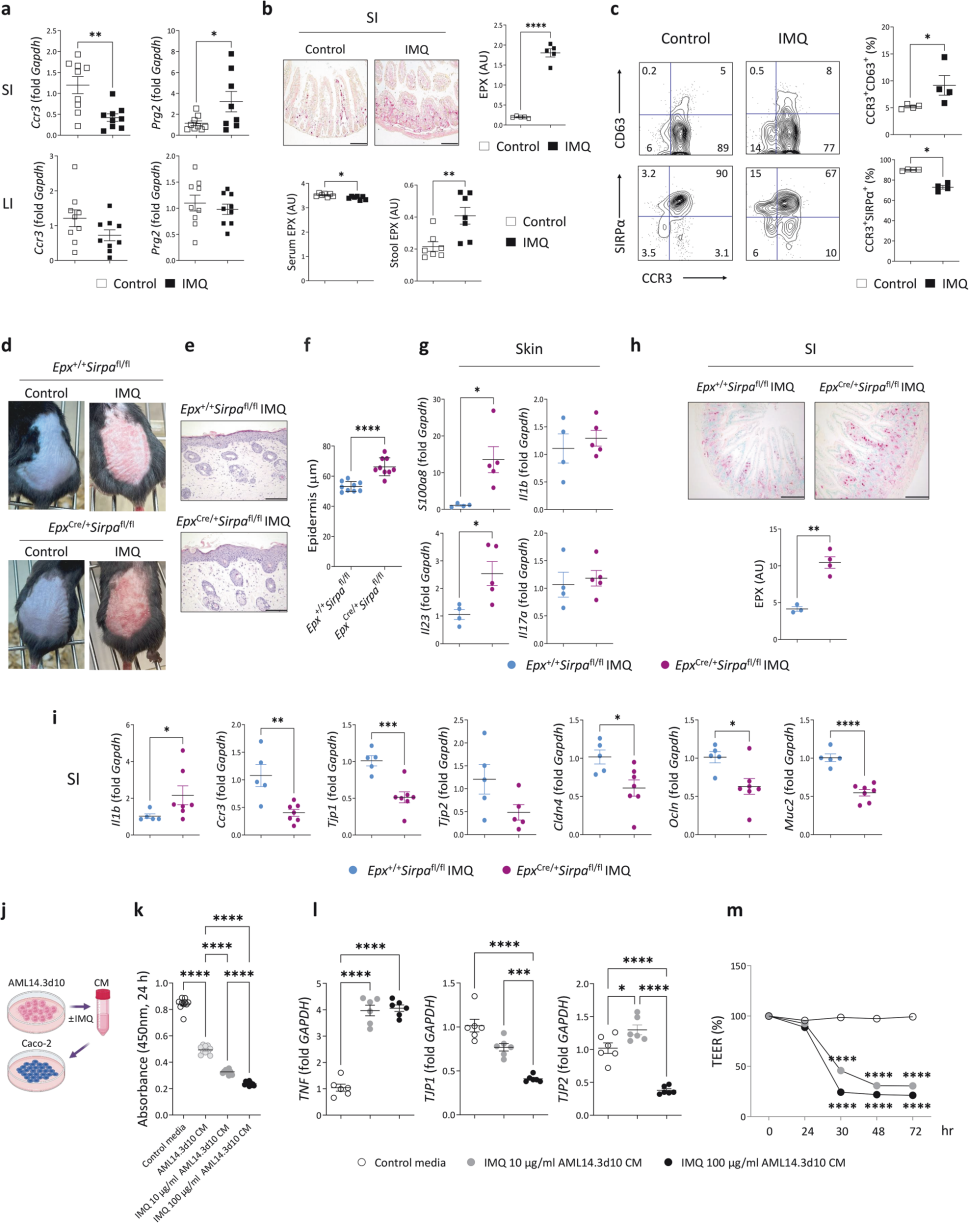
Psoriatic skin inflammation induces the degranulation of small intestinal eosinophils. **a** Quantitative PCR analysis. SI, small intestine; LI, large intestine. **b** Immunohistochemical staining for eosinophil peroxidase (EPX) (upper row) in the SI and EPX levels in the serum and stool (lower row). Scale bars, 134 μm. **c** Representative flow cytometry plots (left) and percentages (right) of CCR3^+^CD63^+^ and CCR3^+^SIRPα^+^ eosinophils in the SI. Singlet SSC^high^CD45^+^CD11b^+^ cells were gated. **d** Photographs of skin treated with vehicle cream (control) or imiquimod (IMQ). **e** Hematoxylin and eosin-stained skin. Scale bars, 124.5 μm. **f** Epidermal thickness. Three distinct regions of each section were analyzed. **g** Quantitative PCR analysis of the skin. **h** EPX immunohistochemical staining and quantification in the SI. The intensity of each section was analyzed. Scale bars, 124.5 μm. **i** Quantitative PCR analysis of the SI. **j** Schematic of Caco-2 cell treatment with conditioned media (CM) collected from AML 14.3D10 cells. **k** Viability of Caco-2 cells. **l** Quantitative PCR analysis of Caco-2 cells. **m** Transepithelial electrical resistance (TEER) of polarized Caco-2 cells. ****P < 0.0001 vs. control media. The data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 according to the unpaired *t* test (**a**, **b**, **f**, **g**, **h**, and **i**), Mann–Whitney test (**c** and *Il1b* in **i**), one-way ANOVA with Tukey’s multiple comparisons (**k** and **l**), or two-way ANOVA with Bonferroni’s multiple comparisons (**m**).

To verify that eosinophil granules induced damage to intestinal epithelial cells, we cultured Caco-2 colon epithelial cells with the culture supernatants of untreated or IMQ-stimulated AML14.3D10 cells (Fig. 4j). AML14.3D10 cells secreted eosinophil-specific granule proteins without differentiation signals, as previously reported (Supplementary Fig. 6)^35^. These supernatants decreased the viability of Caco-2 cells, as indicated by a decrease tetrazolium salt cleavage, reflecting a reduction in mitochondrial dehydrogenase activity (Fig. 4k). Furthermore, compared with cells cultured in control media, Caco-2 cells cultured in IMQ-stimulated AML14.3d10 supernatant exhibited increased expression of inflammatory mediators and decreased expression of tight junction molecules (Fig. 4l). Accordingly, treatment of Caco-2 cells with IMQ-stimulated AML14.3d10 supernatants resulted in a decrease in TEER, indicating increased cell layer permeability (Fig. 4m).

### The absence of eosinophils attenuates skin inflammation and prevents the increase in intestinal permeability

To validate that eosinophil degranulation-induced small intestinal damage exacerbated psoriatic inflammation, we evaluated the development of psoriatic dermatitis in mice lacking eosinophils. Ideally, we would use mice with selective eosinophil deficiency in the gastrointestinal tract; however, *Ccr3*^-/-^ mice with defective eosinophil recruitment into the small intestine^36^ had increased eosinophil levels in the blood. Thus, IMQ treatment could markedly reduce eosinophils in the blood, which was not observed in WT mice (Supplementary Fig. 7). Therefore, we used ∆dblGATA (∆EO) mice, which were genetically engineered to lack eosinophils (Fig. 5a) and had no significant reductions in other immune cell populations^11^. Additionally, in these mice, the expression of genes linked to inflammation and barrier integrity in the small intestine was similar to that in wild-type mice, except for a significant decrease in *Il17a* and an increase in *Ocln* (Supplementary Fig. 8a). Treatment of ∆EO mice with topical IMQ resulted in psoriatic symptoms (Supplementary Fig. 8b–d). However, IMQ-induced changes in skin thickness and histology were attenuated in ΔEO mice compared with wild-type mice (Fig. 5b–e). IMQ-treated ΔEO mice exhibited changes in their small intestinal microenvironment, although these changes were less pronounced than those in wild-type mice, suggesting that factors other than eosinophils contributed to intestinal inflammation in the IMQ-induced psoriasis model (Supplementary Fig. 8e, f**)**. The mRNA expression of tight junction factors was similar between control and IMQ-treated ΔEO mice (Supplementary Fig. 8f), and serum and stool levels of EPX and serum calprotectin levels were lower in IMQ-treated ΔEO mice than in their wild-type counterparts (Fig. 5f, g). Accordingly, the IMQ-treated ΔEO mice had lower *Tnf* expression and higher *Cldn1*, *Cldn4*, *Ocln*, and *Muc2* expression in the small intestine than IMQ-treated wild-type mice (Fig. 5h).

**Fig. 5:**
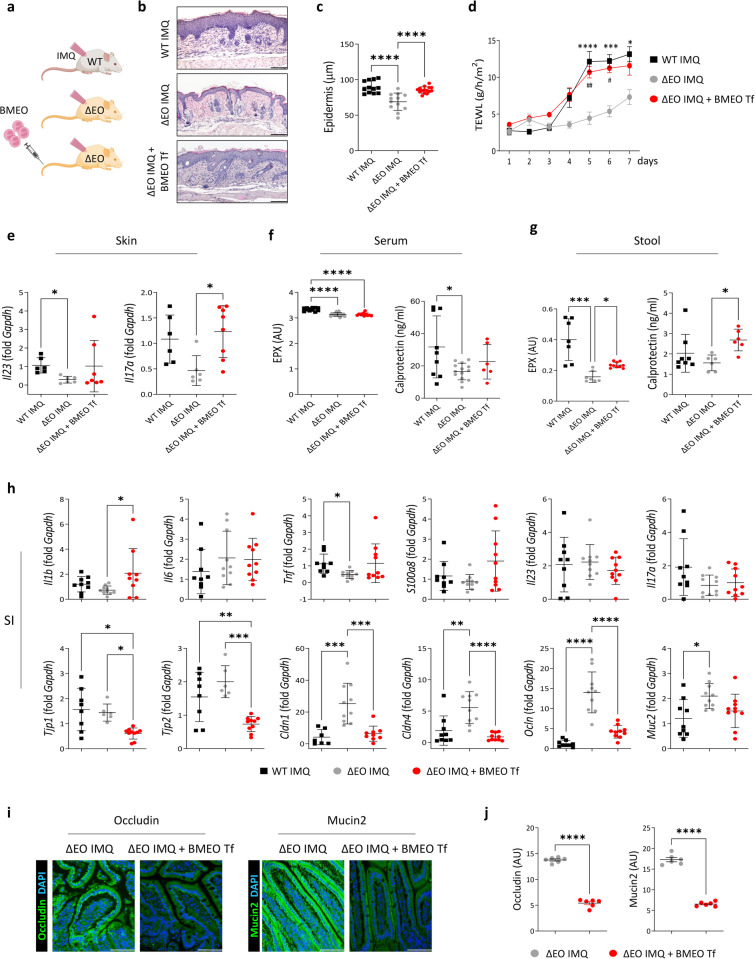
Psoriatic skin inflammation and the increase in intestinal permeability are attenuated in eosinophil-deficient mice. **a** Schematic of the adoptive transfer (Tf) of bone marrow-derived eosinophils (BMEOs). WT, wild-type; ΔEO, ΔdblGATA. (**b**) Hematoxylin and eosin-stained skin. Scale bars, 124.5 μm. **c** Epidermal thickness. Three distinct regions of each section were analyzed. **d** Transepidermal water loss (TEWL) (*n* = 9 or 10/group). *P < 0.05, ***P < 0.001, and ****P < 0.0001, WT IMQ vs. ΔEO IMQ; ^#^*P* < 0.05, ^##^*P* < 0.01, ΔEO IMQ + BMEO Tf vs. ΔEO IMQ. **e** Quantitative PCR analysis of the skin. **f** Serum concentrations of eosinophil peroxidase (EPX) and calprotectin. **g** Stool concentrations of EPX and calprotectin. **h** Quantitative PCR analysis of the small intestine (SI). Occludin and mucin 2 (green) immunofluorescence staining (**i**) and quantification (**j**) in the SI. Nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI; blue). The fluorescence intensity of each section was analyzed. Scale bars, 62.3 μm. The data are presented as the means ± SDs. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; one-way ANOVA with Tukey’s multiple comparisons (**c**, **e**, **f**, and **h**); Kruskal–Wallis test with Dunn’s multiple comparisons (*Il23* in e, g, and *Tnf* and *Tjp1* in **h**); two-way ANOVA with Bonferroni’s multiple comparisons (**d**); or unpaired *t* test (**j**).

Intravenous administration of in vitro-generated BMEOs to mice subjected to inflammatory challenge enables the in vivo evaluation of eosinophil-mediated effects^11,37^. We reconstituted eosinophils in ΔEO mice by intravenously injecting BMEOs 2 days before IMQ treatment (Fig. 5a). The adoptive transfer of BMEOs into IMQ-treated ΔEO mice increased eosinophil numbers in the small intestine (Supplementary Fig. 9). BMEO transfer reversed both the attenuation of skin inflammation and the reductions in stool EPX and calprotectin levels caused by eosinophil ablation (Fig. 5b–g). Moreover, BMEO transfer increased *Il1b* expression and decreased the mRNA expression of tight junction molecules in the small intestine. This effect was accompanied by lower protein expression of occludin and mucin2 in the small intestine than in IMQ-treated ΔEO mice (Fig. 5h–j).

### Eosinophil degranulation and inflammatory changes in the small intestine are induced in a TLR7-dependent manner

We hypothesized that a pathogenic interaction occurred between the skin and small intestine through the bloodstream. While the increase in serum levels of inflammatory mediators in IMQ-treated mice could play a role, we aimed to investigate a direct cause-and-effect relationship between the skin and small intestine. Thus, we examined whether interactions mediated by TLR7 contributed to the interplay between the skin and the small intestine in mice with psoriatic dermatitis. As shown in Fig. 6a, IMQ treatment increased blood perfusion in the dorsal skin compared to that in vehicle-treated sites, as indicated by the red areas in the colored pictures. Additionally, LC‒MS/MS showed an increase in serum IMQ concentrations (Fig. 6b). A systemic increase in IMQ increased the concentrations of IMQ in the intestine (Fig. 6c). However, the concentration of IMQ decreased from the proximal to the distal segments of the gastrointestinal tract, corresponding to the distribution pattern of eosinophils in naïve mice (Fig. 6c, d). Furthermore, increases in the expression of miR-16-5p and miR-21-5p, which are microRNAs (miRNAs) associated with human inflammatory diseases that may function as TLR7 ligands^38,39^, were observed in the small intestine of IMQ-treated mice (Supplementary Fig. 10). A positive correlation was noted between intestinal IMQ concentrations and eosinophil distribution in the intestine, and the correlation coefficient was 0.8227 (Supplementary Fig. 11). To test whether small intestinal eosinophils degranulated in a TLR7-dependent manner, we sorted eosinophils from the small intestine (Supplementary Fig. 12) and treated them with IMQ. The expression of the apoptosis marker Annexin V and the death-associated marker 7-AAD was increased in wild-type eosinophils after 2 h and 24 h, respectively (Fig. 6e, f). However, small intestinal eosinophils lacking TLR7 (*Tlr7*^-/-^) did not exhibit signs of apoptosis or cell death after IMQ treatment (Fig. 6g, h), demonstrating that cytolytic death and degranulation of small intestinal eosinophils were dependent on TLR7.

**Fig. 6:**
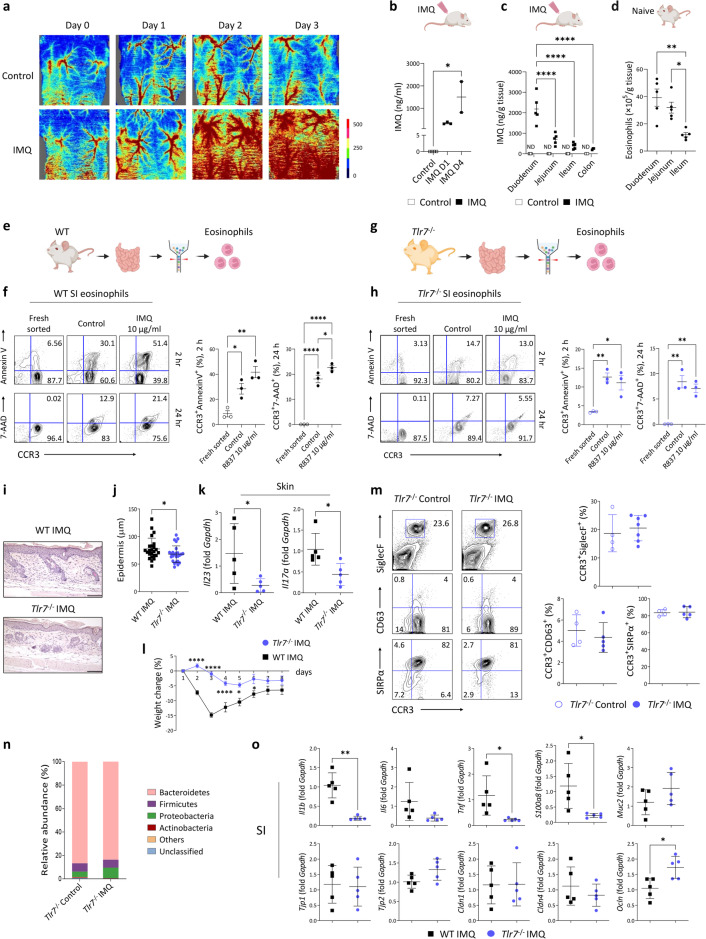
Eosinophil degranulation and inflammatory changes in the small intestine in mice with psoriatic skin inflammation are induced in a TLR7-dependent manner. **a** Representative images of blood perfusion on the dorsal skin of mice. IMQ, imiquimod. The color density indicates the level of microcirculation. IMQ concentrations in the serum (**b**) and intestine (**c**). ND, not detected. **d** Absolute number of eosinophils in naïve mice. **e**, **g** Schematic of eosinophil sorting from the small intestine (SI). WT, wild-type. **f**, **h** Representative flow cytometry plots (left) and percentages (right) of sorted eosinophils stained with Annexin V^+^ or 7-aminoactinomycin D (7-AAD)^+^ after being cultured with IMQ. **i** Hematoxylin and eosin-stained skin. Scale bars, 124.5 μm. **j** Epidermal thickness. Three distinct regions of each section were analyzed. **k** Quantitative PCR analysis of the skin. **l** Weight change (*n* = 4 or 5/group). **m** Representative flow cytometry plots (left) and percentages (right) of SiglecF^+^, CD63^+^, and SIRPα^+^ eosinophils in the SI. **n** Sequencing of the stool microbiota of the SI (*n* = 3). **o** Quantitative PCR analysis of the SI. The data are presented as the mean ± SD. *P < 0.05, **P < 0.01, and ****P < 0.0001 according to the Kruskal–Wallis test with Dunn’s multiple comparisons (**b**); one-way ANOVA with Tukey’s multiple comparisons (**c**, **d**, **f**, and **h**); Mann–Whitney test (**j**, **k**, and **o**); unpaired *t* test (*Il23* in **k** and *Tnf*, *S100a8*, and *Ocln* in **o**); or two-way ANOVA with Bonferroni’s multiple comparisons (**l**).

Next, we investigated whether the reduction in small intestinal eosinophils and inflammatory changes induced by psoriatic inflammation were dependent on TLR7. *Tlr7*^−/−^ mice developed IMQ-induced psoriatic dermatitis (Supplementary Fig. 13a–c). However, the severity of the disease was lower than that in wild-type mice (Fig. 6i–l). Notably, *Tlr7*^−/−^ mice did not exhibit changes in the number or expression of CD63 or SIRPα in small intestinal eosinophils following IMQ administration (Fig. 6m). Consistently, no signs of microbial compositional changes were observed between untreated and IMQ-treated *Tlr7*^-/-^ mice (Fig. 6n), despite noticeable differences compared to the bacterial composition observed in the control group of wild-type mice (Fig. 1h). IMQ-treated *Tlr7*^-/-^ mice had lower *Tjp2* and *Cldn4* expression in the small intestine than untreated *Tlr7*^-/-^ mice (Supplementary Fig. 13d), suggesting that factors independent of TLR7 might be involved in intestinal barrier damage. However, IMQ-treated *Tlr7*^-/-^ mice had higher *Ocln* expression and lower inflammatory cytokine levels in the small intestine than IMQ-treated wild-type mice (Fig. 6o). These findings suggest that a TLR7-dependent pathogenic response in the small intestine plays a primary role in promoting psoriatic inflammation.

## Discussion

Patients with psoriasis often exhibit dysbiosis of the gut microbiota and an increased incidence of inflammatory bowel disease^40,41^, indicating a link between the immune responses in the skin and gut. An imbalance in intestinal bacteria contributes to the development or exacerbation of psoriatic inflammation rather than reflecting inflammatory responses in the skin and intestine^42,43^. Our findings suggest that alterations in the intestinal microenvironment require communication between the skin and intestine, which is facilitated by the development of psoriatic dermatitis. IMQ-induced psoriatic dermatitis reproduces the systemic features of psoriasis, including elevated serum levels of inflammatory mediators. Increases in the levels of only 3 of the 40 analyzed inflammatory mediators in the serum were observed following intraperitoneal administration of IMQ (Supplementary Fig. 4e). In contrast, dermal application of IMQ induced robust systemic inflammation, and 11 inflammatory mediators were increased in mice with IMQ-induced psoriatic inflammation (Fig. 1j). Accordingly, over the course of topical IMQ treatment, we observed increases in the serum concentrations of IMQ and detected its presence in the small intestine. These findings suggest that proinflammatory cytokines, which are frequently increased in the serum of patients with progressive psoriasis^44^, can infiltrate the small intestine and disrupt homeostatic immune responses. Markedly higher IMQ levels were observed in the small intestine than in the large intestine. This concentration disparity had discernible effects on the expression of inflammatory mediators and the composition of the microbiome in the small intestine, whereas the large intestine remained relatively unaffected. This variation could be attributed to the extensive microvascular blood flow that supports digestion and nutrient absorption at the absorptive surface of the small intestinal mucosa^9^.

Although TLR7 expression is low in the gut epithelium^45^, the small intestine harbors various TLR7-expressing cells^46^. Additionally, the small intestine has a unique composition of immune cells characterized by abundant levels of resident eosinophils^47,48^. IMQ treatment reduced the viability of small intestinal eosinophils isolated from wild-type mice but not from *Tlr7*^-/-^ mice, suggesting that TLR7-dependent exocytic death occurred in small intestinal eosinophils. Topical IMQ treatment induces IL-23/IL-17 axis-dependent inflammatory responses in the skin in mice^16^. However, we did not examine the expression of genes involved in Th17 cell differentiation in the small intestine after topical IMQ treatment. Thus, TLR7 ligation in small intestinal eosinophils may not play a role in the direct activation of the IL-23/IL-17 immune response. Previous studies have shown that eosinophil TLR7 ligation accelerates the clearance of respiratory syncytial virus and the generation of superoxide^49,50^. Therefore, we propose that TLR7 activation in eosinophils damages the small intestine, leading to systemic inflammatory responses. In addition to IMQ, noncoding miRNAs, which are increased within the gastrointestinal tract of mice with psoriatic inflammation, can function as endogenous TLR7 ligands. Consistent with this concept, the levels of miRNAs that originate from both hematopoietic and nonhematopoietic intestinal cells were increased in response to inflammatory changes^51^. Although a decreasing IMQ gradient from the proximal to the distal regions of the intestine suggested a distribution similar to that of skin-derived inflammatory mediators, the presence of IMQ in the small intestine suggests that small intestinal eosinophils may be activated by IMQ. Distinguishing the effects of IMQ on eosinophil activation from those caused by increased inflammatory cytokine levels in the small intestine is challenging. Therefore, the use of TLR7-ligand-independent psoriasis models that induce systemic inflammatory responses may be effective in directly determining the role of TLR7-dependent eosinophil activation in the small intestine.

Although we did not perform an in-depth analysis, small intestinal pDCs express high levels of TLR7^52^ and exhibit a decrease similar to that in eosinophils after topical IMQ application. Notably, pDCs perform two opposing functions by activating autoreactive T cells in response to the presence of nucleic acids and inducing the differentiation of Treg cells^53^. Therefore, the psoriasis-induced reduction in small intestinal pDCs might have an impact on the small intestinal immune environment. Further investigations are necessary to confirm the presence of endogenous TLR7 ligands in the small intestine of patients with psoriasis. Additionally, these studies should aim to clarify how pDCs and other cells expressing TLR7 in the small intestine respond to ligands triggered by psoriatic inflammation.

In inflammatory conditions, such as parasitic helminth infection, allergic disease, and tissue injury, eosinophils act as cytotoxic effector cells by releasing granule-derived cytotoxic proteins^54^. However, under steady-state conditions, eosinophils are particularly abundant in the small intestinal lamina propria and maintain homeostatic responses without apparent degranulation^34,55^. Eosinophils are more abundant than any other immune cells in the small intestines of WT mice and contain approximately 300, 50, and 20 times more eosinophils than the skin, large intestine, and blood, respectively (Supplementary Fig. 7). Accordingly, if psoriatic dermatitis exerts systemic effects that result in eosinophil degranulation and consequent tissue damage, it is reasonable to expect the damage to occur first, or even primarily, in the small intestine. Eosinophils express a diverse array of receptors that enable them to respond to external stimuli. Furthermore, they contain lipid mediators, cytotoxic proteins, and cytokines that collectively exert effects in a pathological context^48,55^. These unique features of eosinophils could accelerate psoriatic dermatitis, which was strongly supported by our in vivo study in which mice were predisposed to eosinophil degranulation. Small intestinal eosinophils express higher levels of SIRPα, a cognate receptor for CD47 that is expressed in epithelial cells, than blood and bone marrow eosinophils, and the SIRPα/CD47 interaction promotes eosinophil survival by inhibiting degranulation^34^. Compared with *Epx*^+/+^*Sirpa*^fl/fl^ mice, *Epx*^Cre/+^*Sirpa*^fl/fl^ mice exhibited accelerated small intestinal eosinophil degranulation, increased small intestinal damage, and exacerbated psoriatic dermatitis. Since the degranulation of skin eosinophils accelerates psoriasis pathogenesis^30^, it is necessary to address the role of small intestinal eosinophils in the exacerbation of psoriatic inflammation compared to those in the skin. Although our study demonstrated an association between psoriatic skin inflammation and small intestinal eosinophil activation, we were unable to experimentally establish a direct link between these two phenomena. Mice that were selectively deficient in small intestinal eosinophils while maintaining eosinophil levels in other tissues comparable to those of wild-type mice were not available for our study. Thus, we anticipated that psoriatic dermatitis would be alleviated in these mice compared with their wild-type counterparts.

Although the small intestine is rich in substances that can stimulate eosinophils^56^, endogenous activating signals are insufficient to induce eosinophil degranulation under steady-state conditions^47^. Therefore, our findings suggest that external stimuli entering systemic circulation are required to induce inflammatory changes in the intestine, which can further promote the inflammatory responses observed during psoriasis. Intraperitoneal IMQ injection in our mice did not change the number of eosinophils or the expression of cytokines or tight junction molecules in the small intestine. Therefore, we propose that the development of psoriatic dermatitis, which is accompanied by systemic inflammation, could be an external stimulus that induces environmental changes in the small intestine. Consistent with this concept, intestinal helminth-specific Th2 cells infiltrate the skin of infected mice by migrating through the blood^57^, indicating an interconnected immune response in the skin and gut. We previously observed increased eosinophil degranulation in human psoriatic skin lesions^30^. Although we did not observe changes in the small intestine in patients with psoriasis, changes associated with eosinophil activation may contribute to the pathogenesis of psoriasis. Therefore, reinforcing the homeostatic role of small intestinal eosinophils may be beneficial for treating psoriasis.

### Supplementary information

Supplementary information

## Data Availability

The datasets generated by this study are available from the corresponding author upon request. The RNA sequencing data have been deposited in the Gene Expression Omnibus repository under accession code GSE237610.

# Supplementary material for: TLR7-dependent eosinophil degranulation links psoriatic skin inflammation to small intestinal inflammatory changes in mice
**Source:** Exp Mol Med. 2024 May 1;56(5):1164–77. doi: 10.1038/s12276-024-01225-y
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Materials and Methods**

### **Intraperitoneal injection of imiquimod (IMQ)**

IMQ was systemically administered as previously described<sup>1</sup>. Briefly, R837 (InvivoGen, San Diego, CA, USA) was dissolved in PBS at a concentration of 1 mg/ml and injected intraperitoneally (10 mg/kg) daily for a week.

### **Quantitative PCR analysis of microRNAs (miRNAs)**

miRNeasy kit (Qiagen, Hilden, Germany) was used to extract and purify miRNA from the small intestine. cDNA of miRNA was synthesized using miRCURY LNA RT kit (Qiagen). miRCURY LNA miRNA PCR assay primers were used to measure miR-16-5p and miR-21-5p (Qiagen; cat# YP00205702 and YP00204230, respectively). The housekeeping primers for miRNA experiments were U6 small nuclear RNA (Qiagen; cat# YP02119464).

## **References**

1. Kiyohara, H. et al. Toll-Like Receptor 7 Agonist-Induced Dermatitis Causes Severe Dextran Sulfate Sodium Colitis by Altering the Gut Microbiome and Immune Cells. *Cell Mol Gastroenterol Hepatol* **7**, 135-156 (2019).

## Supplementary Figures and Figure legends

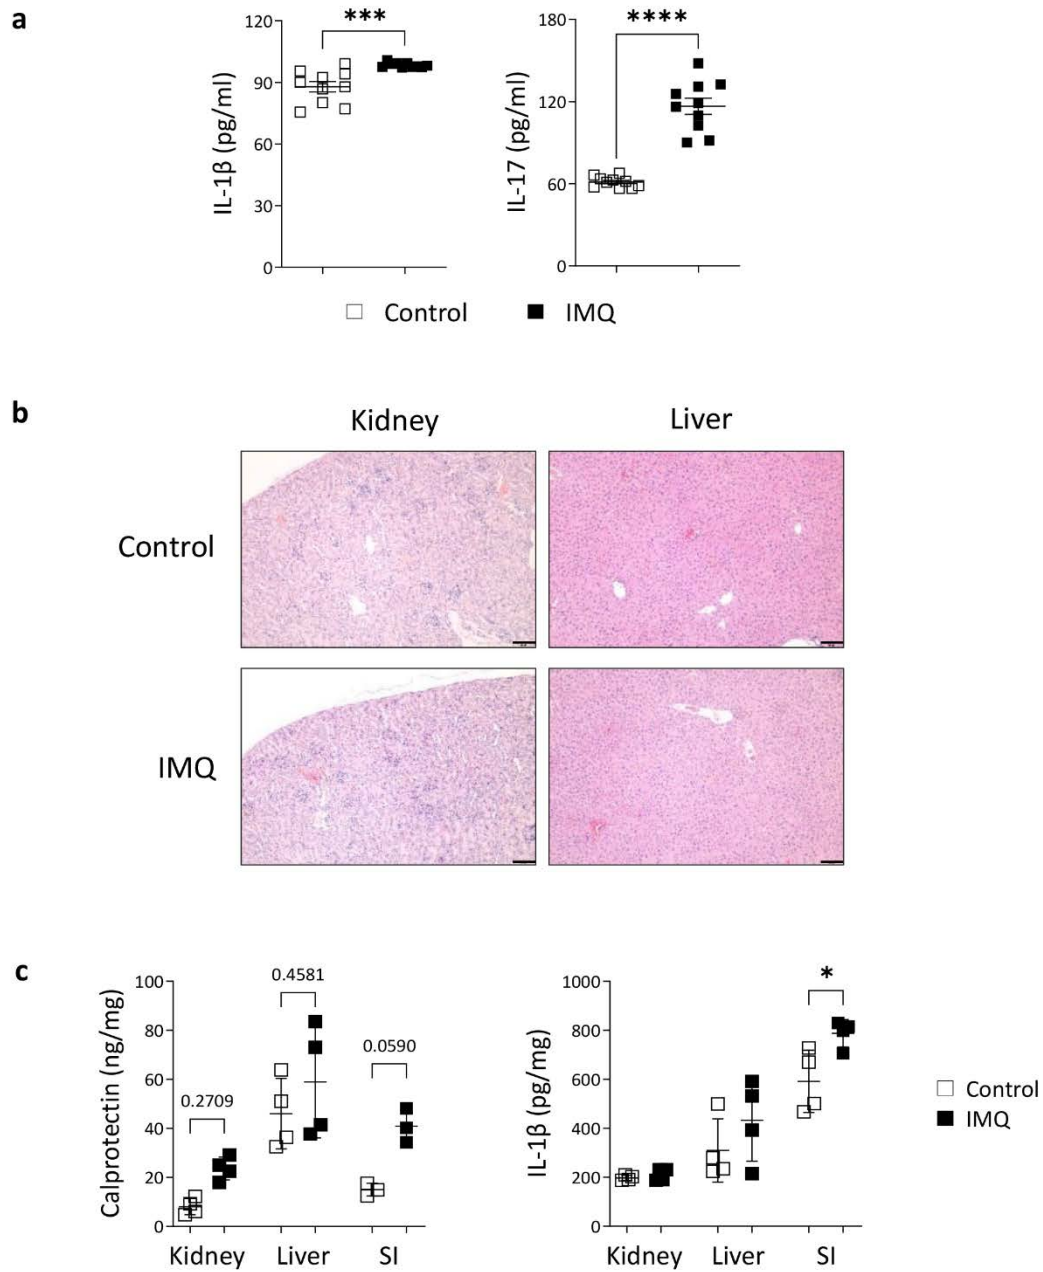

**Supplementary Fig. 1. Inflammatory responses of imiquimod-treated mice.** (a) Serum levels of IL-1 $\beta$  and IL-17. Quantikine mouse IL-1 $\beta$  and IL-17 ELISA kits (R&D Systems, Minneapolis, MN, USA; cat# MLB00C-1 and M1700-1, respectively) were

used to according to the manufacturer's instructions. (b) Hematoxylin and eosin-stained kidney and liver. Scale bars, 100  $\mu\text{m}$ . (c) Calprotectin and IL-1 $\beta$  levels in the kidney, liver, and small intestine (SI). Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$  by unpaired  $t$ -test (a) or one-way ANOVA with Bonferroni's multiple comparisons (c).

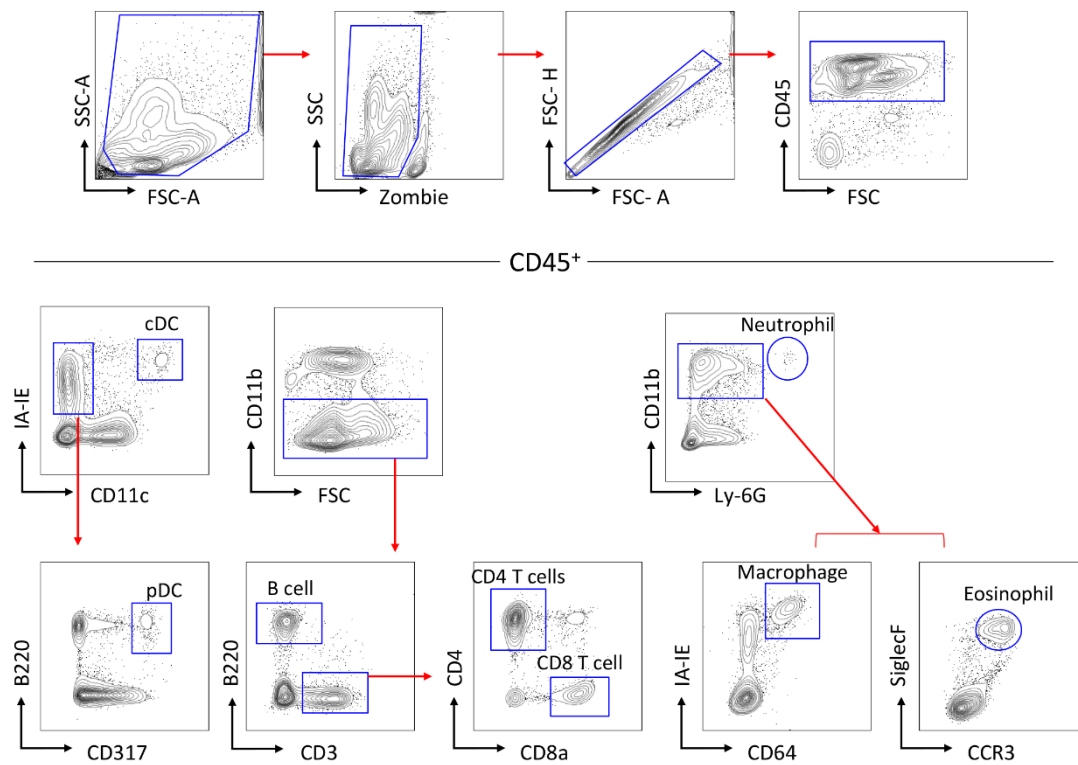

**Supplementary Fig. 2. Representative flow cytometry plots depicting the gating strategy for small intestinal immune cells.**

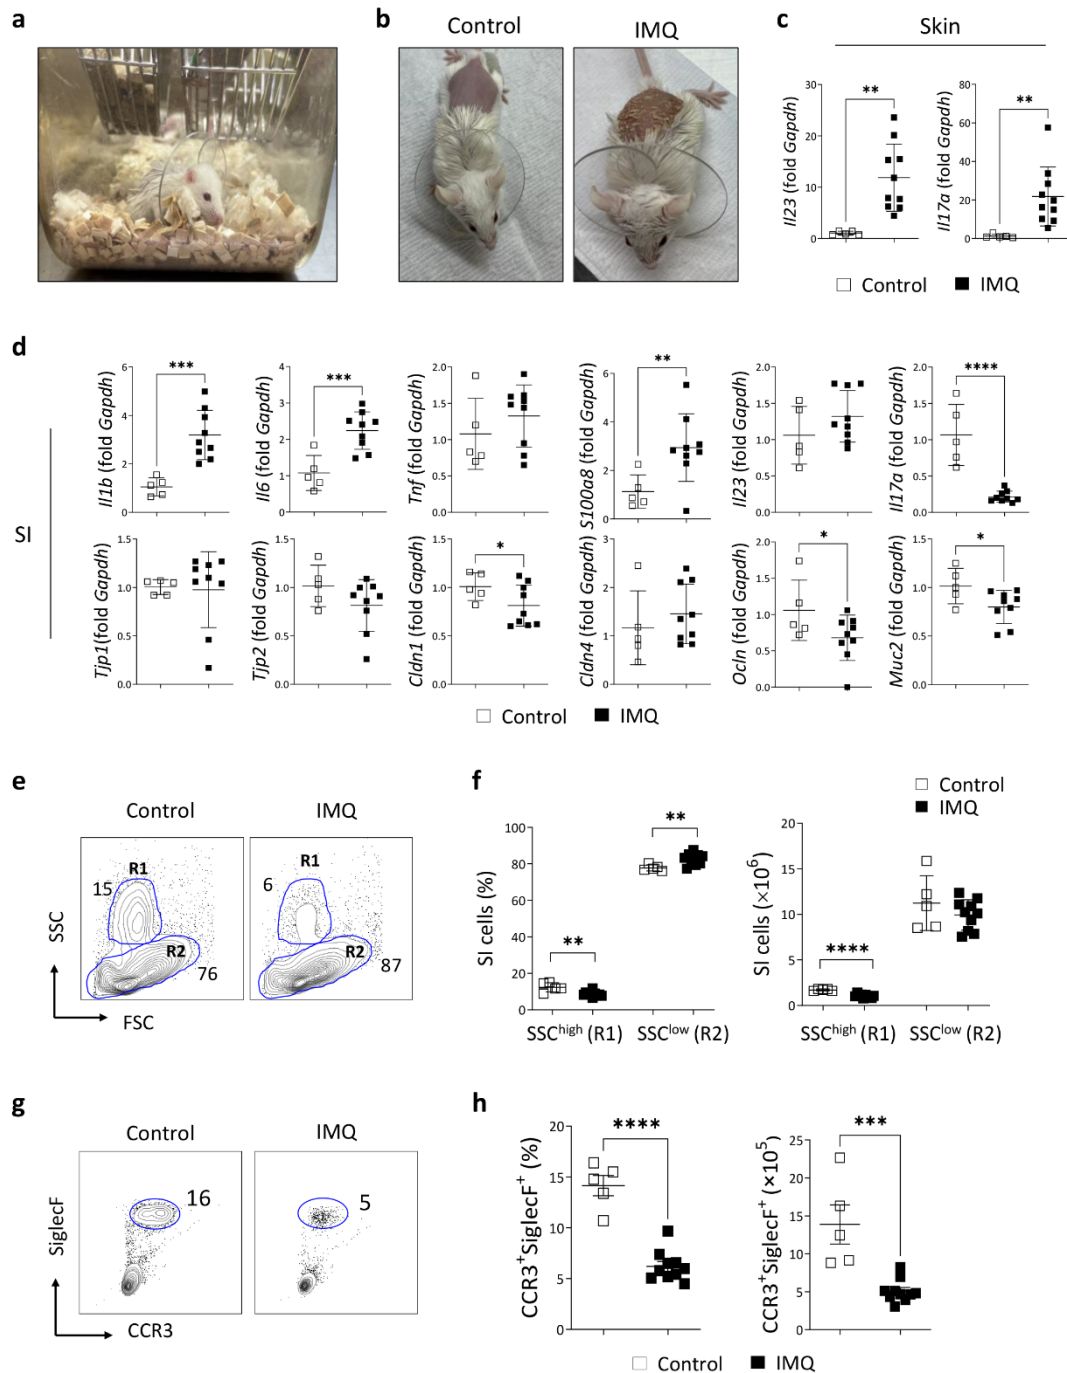

**Supplementary Fig. 3. Pathologic changes induced in imiquimod (IMQ)-treated mice wearing Elizabethan collars.** (a) A photograph of mouse housed while wearing an Elizabethan collar. (b) Photographs of mouse skin treated with vehicle cream (control) or IMQ while wearing an Elizabethan collar. (c) Quantitative PCR analysis in the skin. (d) Quantitative PCR analysis in the small intestine (SI). (e) The forward

scatter (FSC) and side scatter (SSC) populations of cells in the SI. SSC<sup>high</sup> and SSC<sup>low</sup> cells are indicated as R1 and R2, respectively. (f) Percentage (left) and absolute number (right) of SSC<sup>high</sup> and SSC<sup>low</sup> cells in the SI. (g) Representative flow cytometry plots of eosinophils in the SI. (h) Percentage (left) and absolute number (right) of eosinophils in the SI. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$  by unpaired  $t$ -test or Mann–Whitney test (absolute number of eosinophils in h).

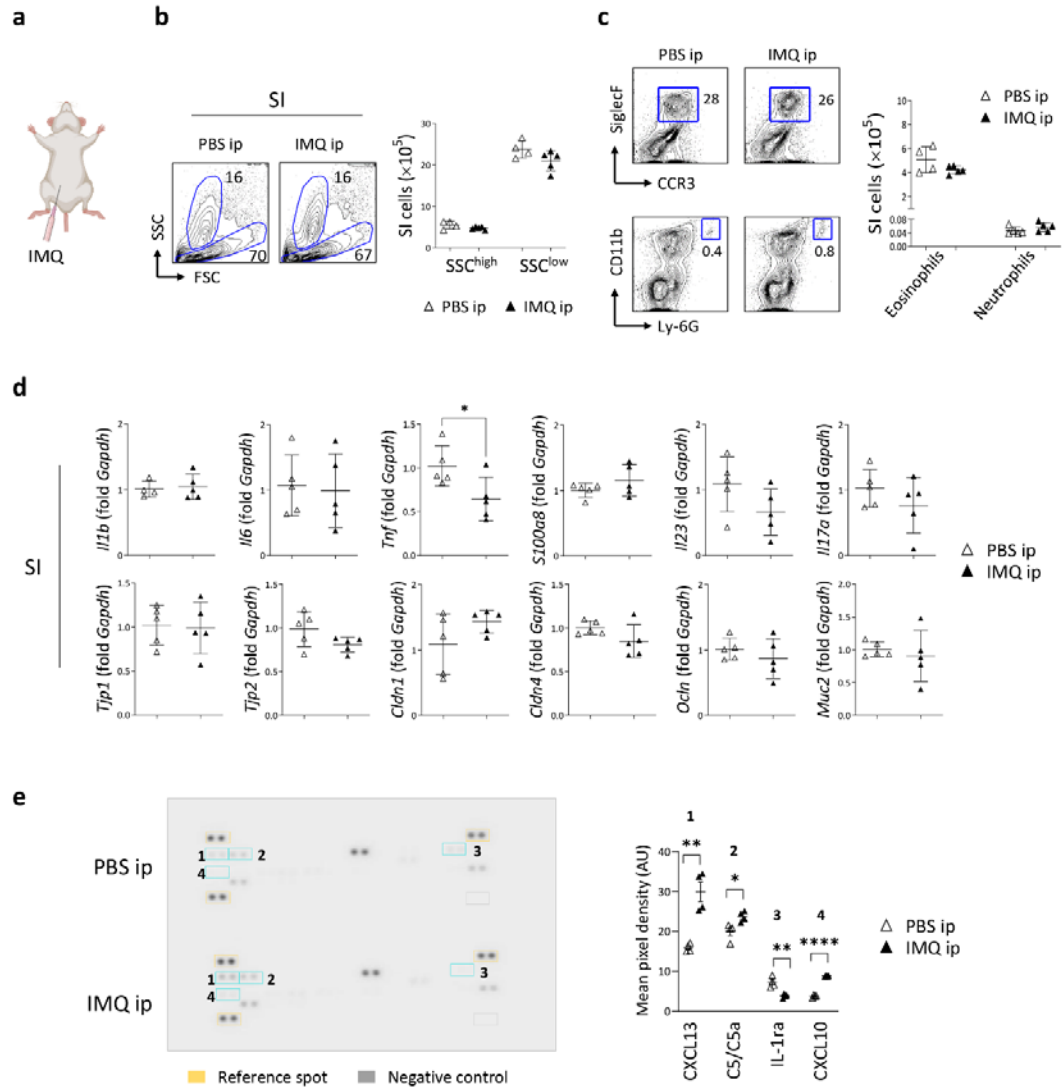

**Supplementary Fig. 4. Cell frequency and small intestinal mRNA expression in mice intraperitoneally injected with imiquimod (IMQ).** (a) Schematic of intraperitoneal (ip) administration of IMQ. (b) Representative flow cytometry plots (left) and absolute numbers (right) of SSC<sup>high</sup> and SSC<sup>low</sup> cells in the small intestine (SI). (c) Representative flow cytometry plots (left) and absolute numbers (right) of eosinophils and neutrophils in the SI. (d) Quantitative PCR analysis in the SI. (e) Picture of cytokine array membrane (left) and the quantified density of indicated spots (right) in the serum. Data are presented as the mean  $\pm$  SD. \* $P$  < 0.05, \*\* $P$  < 0.01, and \*\*\*\* $P$  < 0.0001 by unpaired  $t$ -test.

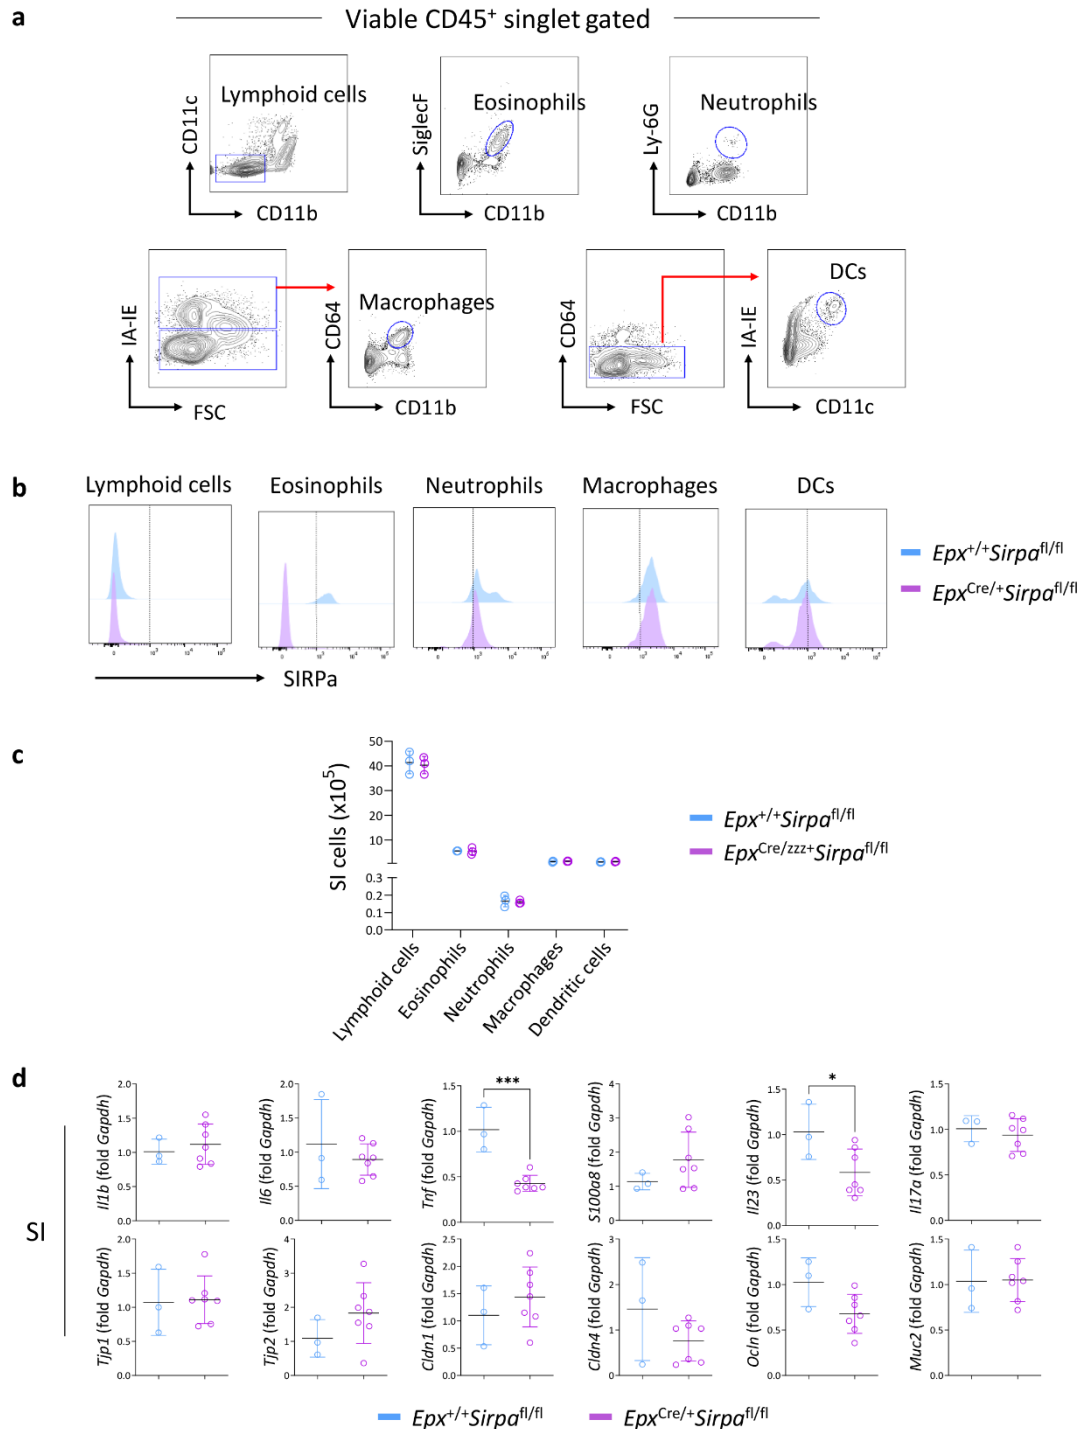

**Supplementary Fig. 5. Deletion of signal regulatory protein alpha (SIRP $\alpha$ ) in eosinophils.** (a) Representative flow cytometry plots depicting the gating strategy for lymphoid cells, eosinophils, neutrophils, macrophages, and dendritic cells (DCs) in the small intestine (SI). (b) Surface expression of SIRP $\alpha$  on small-intestinal lymphoid cells,

eosinophils, neutrophils, macrophages, and DCs in  $Epx^{+/+}Sirpa^{fl/fl}$  and  $Epx^{Cre/+}Sirpa^{fl/fl}$  mice. (c) Absolute numbers of immune cells in the SI. (d) Quantitative PCR analysis in the SI. Data are presented as the mean  $\pm$  SD.  $*P < 0.05$  and  $***P < 0.001$  by unpaired  $t$ -test.

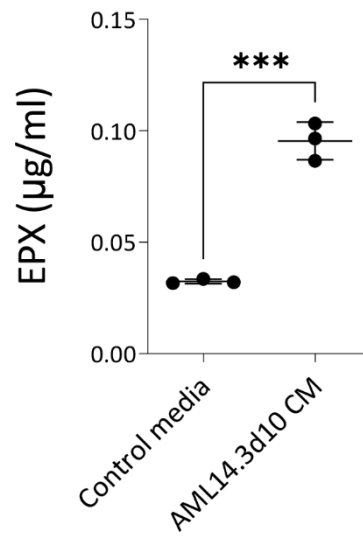

**Supplementary Fig. 6. Eosinophil peroxidase (EPX) concentration in culture supernatants.** Data are presented as the mean  $\pm$  SD. \*\*\* $P < 0.001$  by unpaired  $t$ -test.

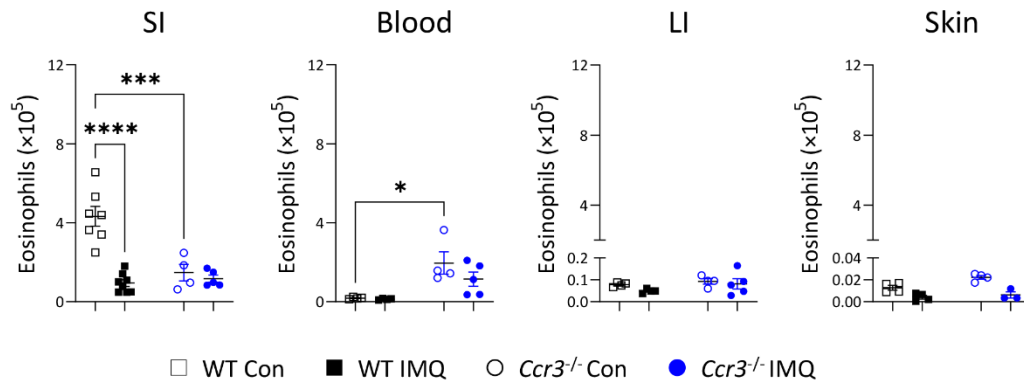

**Supplementary Fig. 7. Eosinophils in the small intestine (SI), blood, large intestine (LI), and skin of imiquimod (IMQ)-treated wild-type (WT) and *Ccr3*<sup>-/-</sup> mice.** Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$  by one-way ANOVA with Tukey's multiple comparisons.

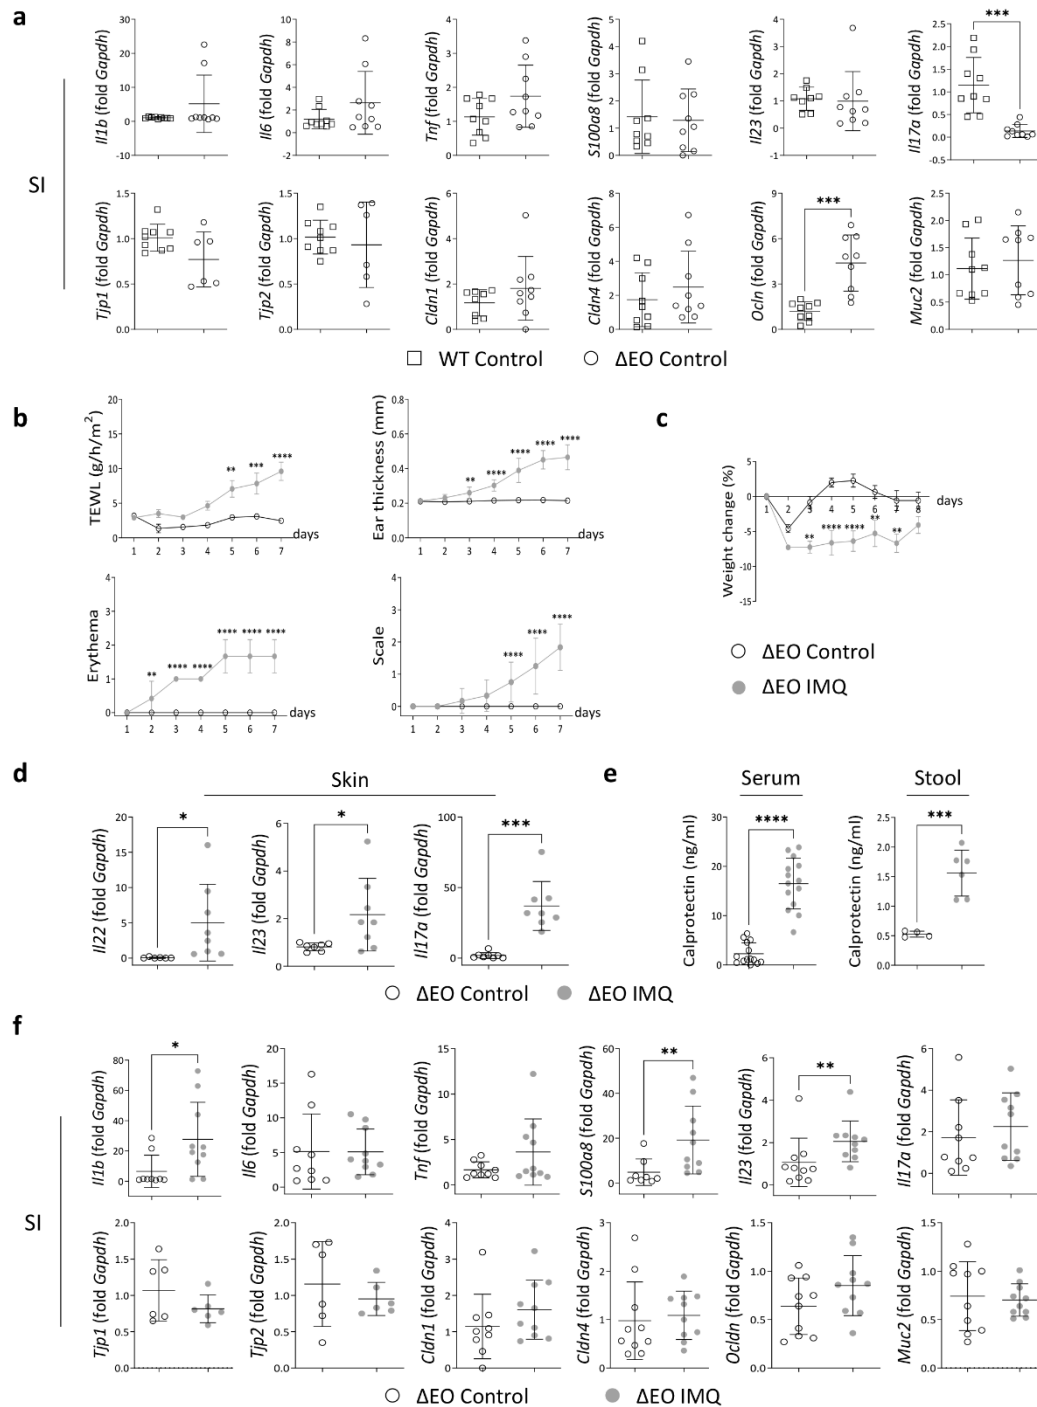

**Supplementary Fig. 8. Pathologic changes induced in imiquimod (IMQ)-treated AdbiGATA (ΔEO) mice.** (a) Quantitative PCR analysis in the small intestine (SI). (b) Transepidermal water loss (TEWL), ear thickness, erythema, and scaling (n = 8–12 per group). (c) Weight change (n = 4 per group). (d) Quantitative PCR analysis in the skin. (e) Concentrations of calprotectin in serum (left) and stool (right). (f) Quantitative PCR

analysis in the SI. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$  by unpaired  $t$ -test (a, d, and e), two-way ANOVA with Bonferroni's multiple comparisons (b and c), or Mann–Whitney test (*Il17a* in d, serum calprotectin in e, and f).

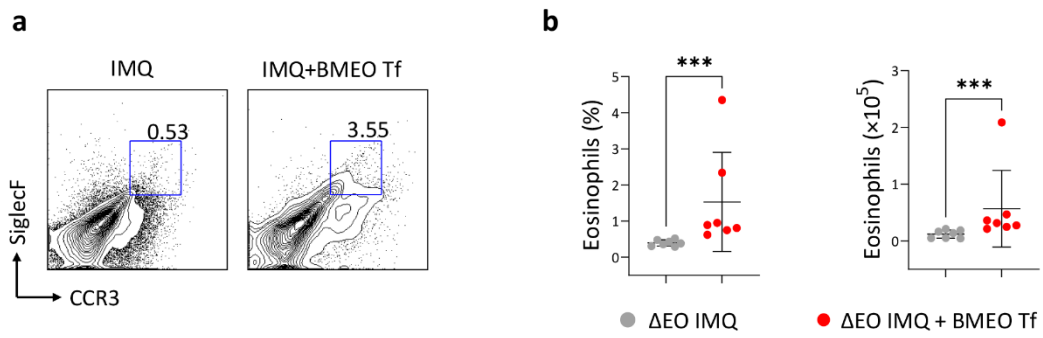

**Supplementary Fig. 9. Eosinophils in the small intestines of imiquimod (IMQ)-treated  $\Delta$ dblGATA ( $\Delta$ EO) mice with adoptive transfer of bone marrow-derived eosinophils (BMEOs).** (a) Representative flow cytometry plots of eosinophils in the small intestine. CD45<sup>+</sup> singlet cells were gated. (b) Percentages (left) and absolute numbers (right) of eosinophils in the small intestine. Data are presented as the means  $\pm$  SD. \*\*\* $P < 0.001$  by Mann–Whitney test.

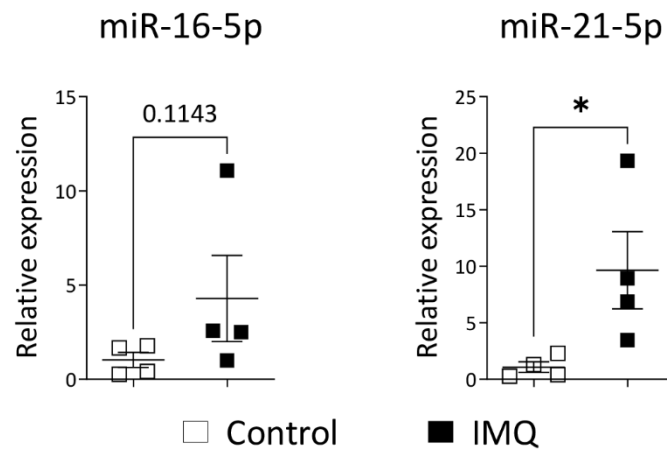

**Supplementary Fig. 10. Small intestinal microRNA (miRNA) changes induced in imiquimod (IMQ)-treated wild-type mice.** Quantitative PCR analysis of miRNA changes in the small intestine. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$  by Mann–Whitney test.

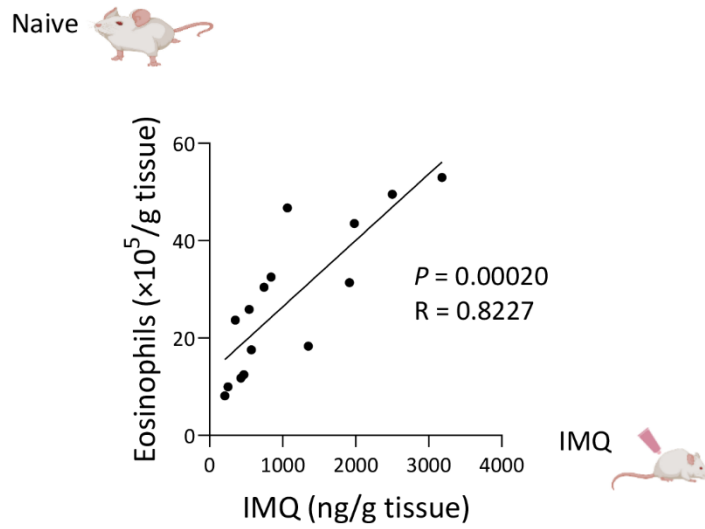

**Supplementary Fig. 11. Distribution of eosinophils in wild-type mice.** Correlation between small intestinal eosinophil counts in naïve mice and small intestinal imiquimod (IMQ) levels following topical IMQ treatment. Data are presented as the mean  $\pm$  SD.

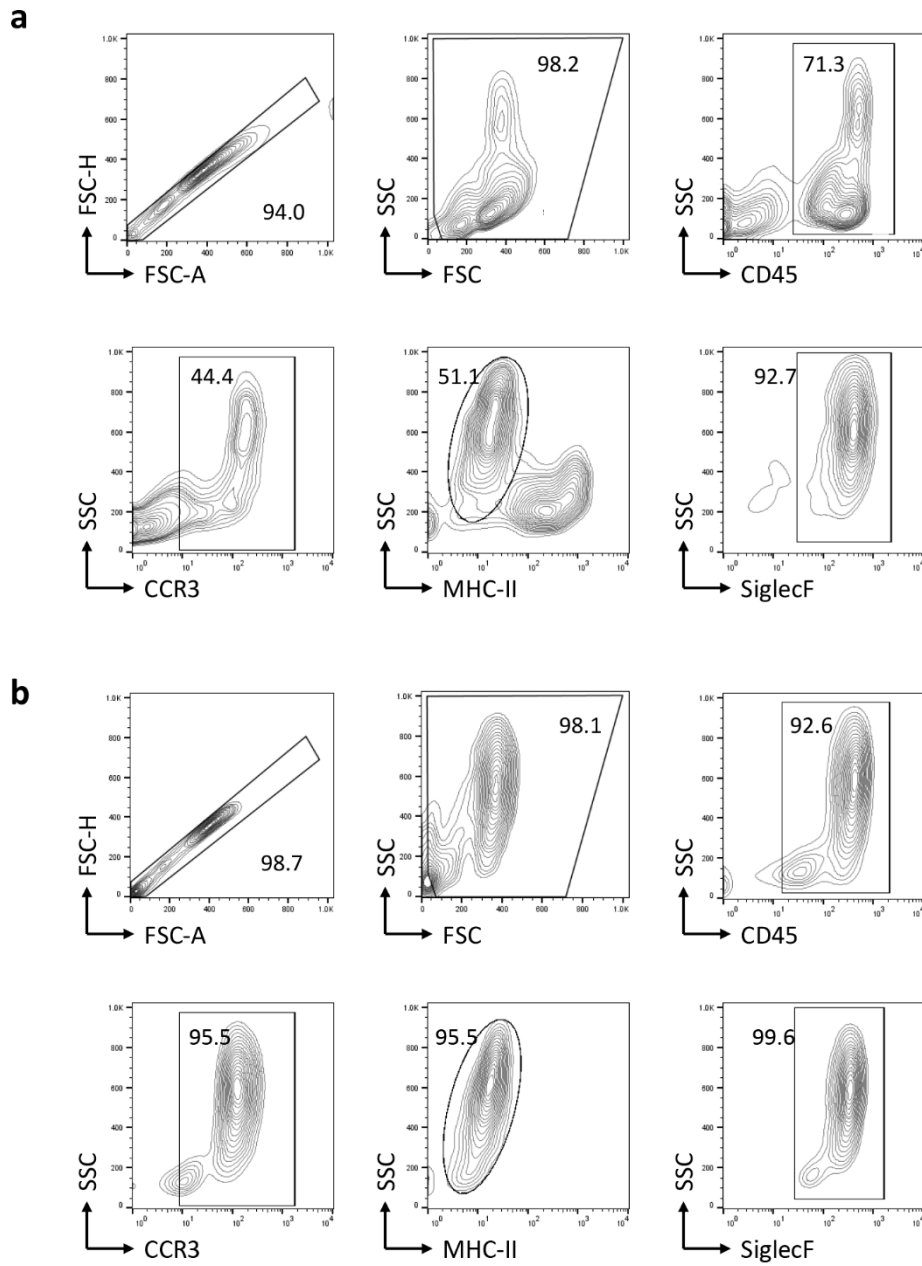

**Supplementary Fig. 12. Sorting strategy for small intestinal eosinophils.** (a) Representative flow cytometry plots depicting the gating strategy for eosinophil sorting from the small intestine. (b) Representative flow cytometry plots depicting small intestinal eosinophil purity after sorting.

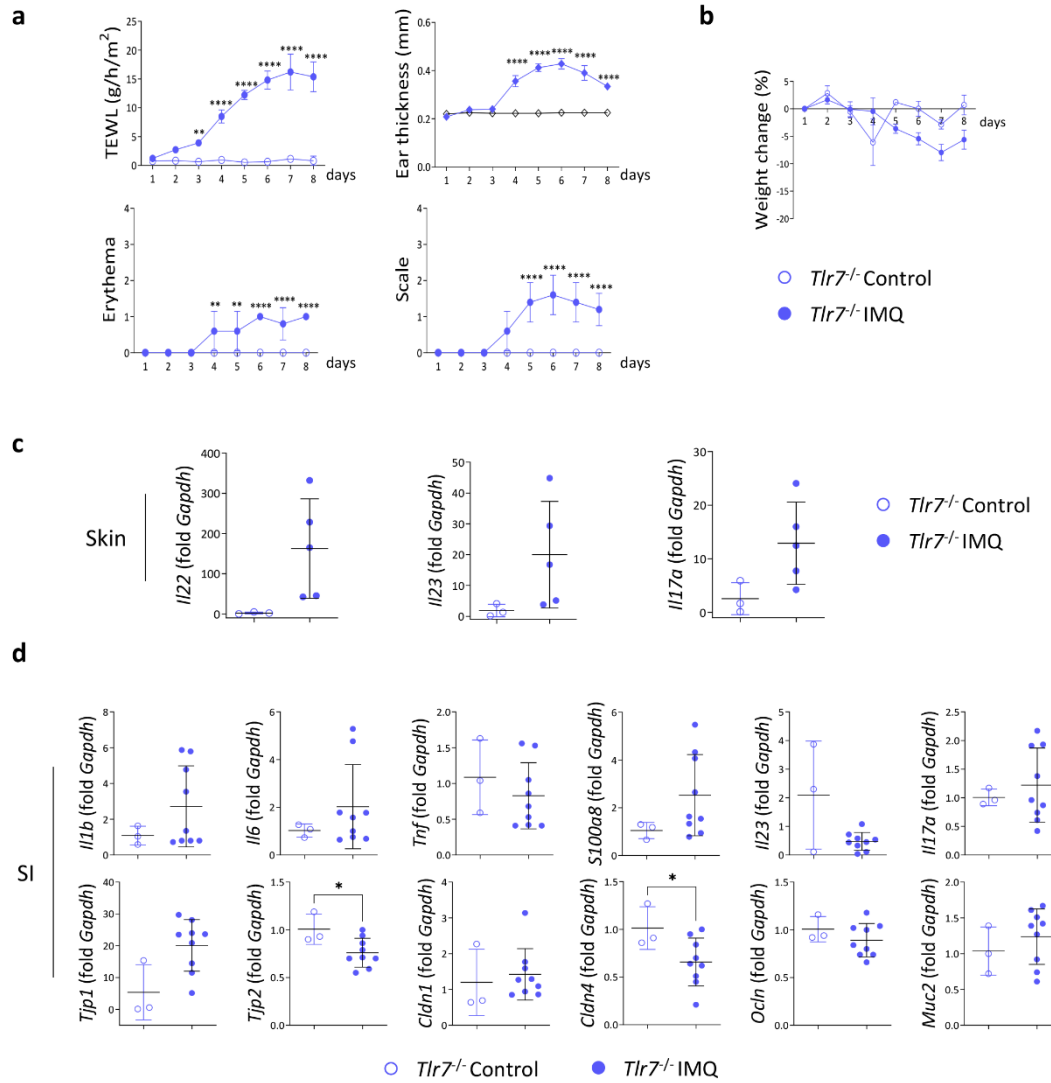

**Supplementary Fig. 13. Pathologic changes induced in imiquimod (IMQ)-treated *Tlr7*<sup>-/-</sup> mice.** (a) Transepidermal water loss (TEWL), ear thickness, erythema, and scaling (n = 4–5 per group). (b) Weight change (n = 4 per group). (c) Quantitative PCR analysis in the skin. (d) Quantitative PCR analysis in the small intestine (SI). Data are presented as the mean ± SD. \**P* < 0.05, \*\**P* < 0.01, and \*\*\*\**P* < 0.0001 by two-way ANOVA with Bonferroni's multiple comparisons (a) or unpaired *t*-test (d).

## Supplementary Table

**Supplementary Table 1. Primer sequences for real-time PCR**

| Target gene   | Primer sequence                                                                               |
|---------------|-----------------------------------------------------------------------------------------------|
| <i>Il1b</i>   | Forward: 5'- GCA ACT GTT CCT GAA CTC AAC T -3'<br>Reverse: 5'- ATC TTT TGG GGT CCG TCA AC -3' |
| <i>Il6</i>    | Forward: 5'- TAG TCC TTC CTA CCC CAA TT -3'<br>Reverse: 5'- TTG GTC CTT AGC CAC TCC TTC -3'   |
| <i>Tnf</i>    | Forward: 5'- CCT GTA GCC CAC GTC GTA G -3'<br>Reverse: 5'- GGG AGT AGA CAA GGT ACA ACC C -3'  |
| <i>S100a8</i> | Forward: 5'- TTC CTT GCG ATG GTG ATA -3'<br>Reverse: 5'- ATG ACT TTA TTC TGT AGA CA -3'       |
| <i>Il22</i>   | Forward: 5'- ACC AGA ACA TCC AGA AT -3'<br>Reverse: 5'- CTC AGA CGC AAG CAT TTC -3'           |
| <i>Il23</i>   | Forward: 5'-CTAAGAGAAGAAGAGGATGAAGAG-3'<br>Reverse: 5'- CTG GCT GTT GTC CTT GAG -3'           |
| <i>Il17a</i>  | Forward: 5'- GAC TTC CTC CAG AAT GTG AA -3'<br>Reverse: 5'- TGG AAC GGT TGA GGT AGT -3'       |
| <i>Tjp1</i>   | Forward: 5'- ACC TCT ACT CTA CGA CAT -3'<br>Reverse: 5'- GTG GAA CTT GCT CAT AAC -3'          |
| <i>Tjp2</i>   | Forward: 5'- GTG GAG TGG TTC GGT TGA -3'<br>Reverse: 5'- TGA GTG TAG TTG AGC AGG TC -3'       |
| <i>Cldn1</i>  | Forward: 5'- TCT GCC ACT TCT CAC TTC -3'<br>Reverse: 5'- GCC TAT ACC CTT GCT CTC -3'          |
| <i>Cldn4</i>  | Forward: 5'- TGG ATG GAC GGG TTT GAG -3'<br>Reverse: 5'- CAC ACT GGG CTG CTT CTA -3'          |
| <i>Ocln</i>   | Forward: 5'- TTG GCT ACG GAG GTG GCT ATG -3'<br>Reverse: 5'- TTT GGC TGC TCT TGG GTC TGT -3'  |
| <i>Muc2</i>   | Forward: 5'- CTC TGC TGT CTC CGT CAT -3'<br>Reverse: 5'- CAC TGG TCT TCT CCT CCT T -3'        |
| <i>Ccr3</i>   | Forward: 5'- CAG TGC TTT TGG GTG TTT GTC -3'<br>Reverse: 5'- GAT TTC TAG GGT CTG TGT GCC -3'  |
| <i>Prg2</i>   | Forward: 5'- TGA AAC TTC TGA CTC CAA AAG CC -3'<br>Reverse: 5'- CGG CAT TAG CTC TTC CCC T -3' |
| <i>Gapdh</i>  | Forward: 5'- CTG GTA TGA CAA TGA ATA CGG -3'<br>Reverse: 5'- GCA GCG AAC TTT ATT GAT GG -3'   |
| <i>TNF</i>    | Forward: 5'- CCT GTG AGG AGG ACG AAC AT -3'<br>Reverse: 5'- GGT TGA GGG TGT CTG AAG GA -3'    |
| <i>TJP1</i>   | Forward: 5'- AAT GAA TGA TGG TTG GTA TGG T -3'<br>Reverse: 5'- GAC AGG TAG GAC AGA CGA -3'    |
| <i>TJP2</i>   | Forward: 5'- GGA AAG ATG GAA GGG ATG GAT GA -3'<br>Reverse: 5'- ACT GAT GAC GCG GCT GTC -3'   |

*GAPDH*

Forward: 5'- CTG GGC TAC ACT GAG CAC C -3'

Reverse: 5'- AAG TGG TCG TTG AGG GCA ATG -3'

---

How the deposited data were processed for this re-analysis (not part of the article)

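RNA of skin and small intestine from mice that received vehicle or imiquimod (IMQ) cream on the skin was sequenced as 100-bp paired-end reads. The samples analyzed were 3 control and 3 IMQ libraries of skin and 3 control and 2 IMQ libraries of small intestine, numbered 1 to 11 without a statement of which tissues came from one mouse. Each library was assigned to its tissue and treatment from the sample annotation, and all 11 had a column of their own. Human samples, flow cytometry, quantitative PCR and the microbiota data of the paper were not analysed here.

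The authors removed low-quality adapter sequence, aligned the reads to mm10 with HISAT v2.1.0 and quantified genes with StringTie v2.1.3b, and they deposited 1 table of whole-number read counts without normalization. The same deposited table holds the FPKM that the authors computed for each gene, scaled by transcript length and library size. It also holds the TPM computed by the authors, which was not tested because it keeps no depth. The paper's text does not name the tool that turned the output of StringTie into counts, the handling of strand or the handling of reads that match several genes. Counts of paralogs with near-identical sequence, such as the Sprr2, Serpinb3, Ear and defensin families, and of overlapping genes on opposite strands are therefore uncertain. The table has 45777 genes, of which 14694 had no count in any library and 45679 were matched by their Entrez Gene identifier to the GRCm38 annotation, from which the positions were taken. Every entry named a gene. For 88.7% of the 11762 genes with at least 100 counts in every library, the gene length implied by count and FPKM stayed within 10% between libraries.

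Mitochondrial genes took 3.98% to 5.86% of the counts in skin and 5.87% to 8.47% in small intestine, and the most abundant gene took 1.33% to 3.18%. All 11 libraries had at least 20723 counts of *Xist* and 0 of *Ddx3y*, so sex did not differ between the groups. A chi-square statistic of the counts divided by its degrees of freedom was 36.9 to 251 for the 10 pairs of libraries of one condition, against 1 for sampling noise alone. The libraries had between 44995414 and 58526384 counts, so for genes with many counts the differences between mice set the precision, and for genes with few counts the depth limits it as well. The biological coefficient of variation was 0.245 in skin and 0.215 in small intestine.

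The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15. In each tissue, genes with a count of at least 1 in every library of the tissue were kept and normalized by relative log expression. The paper also excluded genes with a zero count in any sample, but does not state whether this was done by tissue. IMQ and control libraries were compared with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called, without a threshold on the fold change. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size of the tissue. The paper added 1 to each count before the log2 transformation and used the Wald test of DESeq2, which needs counts as they are, so DESeq2 was run on the deposited counts as an alternative. The difference between the tissues was tested as an interaction in one model of all 11 libraries. A fold against a group with all libraries at or under 3 counts is given as a lower bound.

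Gene sets were tested with camera at a preset correlation of 0.01 over 1444 mouse Reactome pathways, of which those with 15 to 1000 genes tested were used. The paper ran GSEA on hallmark and GO sets, which were not used here. In addition, 33 lists of marker genes and of genes from the paper were tested where at least 3 of their genes were tested, adjusted over the lists of the tissue. A further 7 lists were written after values had been seen, without the genes that prompted them, and adjusted among themselves.

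The mapping of samples, the tests, the 33 lists, the rule for named genes and all alternatives other than those said to be chosen after the data were seen were set before the data were examined. The genes named are those that the paper names or shows in its figures, of which some are not reported here, and in each tissue the 5 largest rises and the 5 largest falls among called genes with a mean normalized count of at least 50 and no overlap between the groups. The alternatives were TMM and upper-quartile normalization, DESeq2, limma-voom, the filterByExpr filter, no filter on low counts, limma on log2(FPKM + 0.01) and on log2(FPKM + 1), an absolute log2 fold change of at least 1, one fit of all 11 libraries, genes with a count in all 11 libraries, and each library left out in turn. For gene sets they were fry, an estimated correlation and preranked GSEA with 10000 permutations. Added after the data were seen were fits with the mean log2(CPM + 0.5) of hair follicle, proximal small intestine or red blood cell genes as a covariate, counts drawn down to the smallest library of the tissue, and the medians of the marker lists with each library left out.

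The tests were checked on counts simulated from the means and library sizes of these libraries, with 200 genes changed by 2 on the log2 scale. The skin comparison recovered 98.5% of them over 20088 genes, the small intestine comparison 95.5% over 19584 genes and the interaction 92% over 17760 genes, with 18, 10 and 10 false calls. Each gene set test called a set of 30 changed genes and 0 of 50 unchanged sets. The simulated genes varied independently of each other, and all 30 rose by 2 on the log2 scale. The simulation therefore cannot show how often these tests call unchanged sets of genes that vary together. In the real skin libraries, the divisions other than the real one still called 10 to 261 Reactome pathways by camera.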

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

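Every test of an explanation in this part was chosen after the result it concerns had been seen, apart from the test of gene length. Some of these tests use fits without one library, which were themselves planned as alternatives. The response to IMQ differed between the small intestine and the skin for 462 of 18108 genes in the interaction test of edgeR's quasi-likelihood model, and 3068 genes had an unadjusted p under 0.05. *S100a9* rose more in the skin, with an interaction of -7.22 on the log2 scale (adjusted p = 9.13e-04 from the same test with Benjamini-Hochberg adjustment). *Car3* rose in the small intestine, with an interaction of 6.83 (adjusted p = 4.87e-04). In the skin its normalized counts overlapped between the groups, with 68894, 141183 and 75773 in the controls and 81462, 52761 and 79526 after IMQ. Intestinal RNA in control replicate 2 of the skin could produce such differences for intestinal genes. Without that library 461 of the 462 genes were still called, among 1072 genes, which argues against it as the cause. The number was 200 without IMQ replicate 5 of the skin, so it rests in part on that library. The tissue itself stays open as an explanation, as does a difference in the cell types present, which the interaction does not test.

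Of the 554 genes called higher in the small intestine, 518 lie outside those shown in Fig. 2d. By the rule for named genes, the largest rise was that of *Cd300e* on chromosome 11 from 115051917 to 115066676, with a log2 fold change of 7.48 (standard error 0.15, adjusted p = 4.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by *Car3* (6.39, adjusted p = 3.62e-04), *Hs3st2* (5.90, adjusted p = 3.05e-04), *Fpr1* and *Fpr2*. The number called was 378 of all genes in either direction without control replicate 9. A lower share of epithelial cells would raise the markers of every other cell type, but the 23 genes of the T cell, plasma cell and smooth muscle lists had a median log2 fold change of -0.35, with 3 of them above 0, against 1.92 for the macrophage list. With one library left out, the median of the 23 genes ranged from -0.53 (without IMQ replicate 10) to -0.20 (without control replicate 9), although the smooth muscle list alone had 0.36 without IMQ replicate 11. Another segment of the intestine in the IMQ libraries could raise genes of one region. With a score of proximal small intestine genes as a covariate, 23 of the 40 genes of Fig. 2d and 216 of the 588 genes were still called, and the median log2 fold change of the called Fig. 2d genes went from 2.55 to 2.34. With a score of red blood cell genes, 29 of the 40 and 227 of the 588 were still called, with a median of 2.39. Both results argue against these scores as the whole cause, although calls outside Fig. 2d were lost in a fit with only 5 libraries. With all libraries drawn down to one size, 579 genes were called, 573 of them the same, which argues against library size. The median log2 fold change of the higher genes was 1.73, and 1.76 after a trend on gene length was removed, which argues against gene length. Skin RNA in the IMQ libraries would bring all abundant skin genes, but 183 such genes stood at a median of 0.0115% of their level in IMQ skin, against 89.4% for the 224 genes higher in both tissues. More macrophages or monocytes, a change of expression within them, the TLR7 ligand reaching the intestine and the number of treatment days stay open and were not separated by these libraries.

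In the skin, 552 genes were called lower, none of which is shown in Fig. 2b. By the rule, the largest falls were those of *Krt77* (log2 fold change -8.08, adjusted p = 0.00291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Krt2* (-7.59, adjusted p = 0.00641), *Krt28* (-7.11, adjusted p = 0.0403), *Shh* (-6.76, adjusted p = 0.0470) and *Dlx2* (-6.35, adjusted p = 0.0311). The last 3 were each called in 1 of the 6 fits that left out a library. *Krt28* and other keratin genes of the hair follicle follow the hair cycle, so the stage of the cycle may account for a part of the lower genes. With a score of hair follicle genes as a covariate, 363 genes were called lower, 180 of them among the 552. Only control replicate 2 had a score near that of the IMQ libraries, so this fit compares largely that library with them. It also carried intestinal transcripts, so the fit cannot decide whether the hair cycle caused the lower calls. For the hair and pigment genes themselves, the cycle and the treatment cannot be told apart. Over 24 such genes, control replicate 2 lay at a median of 0.26 above the IMQ mean on the log2 scale, against 3.07 for control replicate 1 and 4.06 for control replicate 3, so one vehicle-treated mouse was almost as low as the treated mice. Without control replicate 2, 2521 genes were called in the skin, 1382 of them lower. Without IMQ replicate 5, 39 genes were called lower.

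Of the 830 genes called higher in the skin, 779 lie outside those shown in Fig. 2b. By the rule, the largest rises were those of *Sprr2b* (log2 fold change 11.91, adjusted p = 0.00218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *S100a8* (10.16, adjusted p = 5.39e-04), *Serpinb3a* (9.47, adjusted p = 0.00138), *S100a9* (9.46, adjusted p = 7.60e-05) and *Sprr2d* (8.11, adjusted p = 0.00238). The Sprr2 and Serpinb3 genes have near-identical copies that may share reads. Of the 10 divisions of the 6 skin libraries into groups of 3, 1 gave as many genes, the real one, and so it was for the called genes of Fig. 2b (1 of 10) and for the marker lists (1 of 10). The other 9 divisions gave 0 genes, with 146 to 2172 genes at an unadjusted p under 0.05 against 4753 for the real division. Those 9 divisions still called 8 to 19 marker lists, against 22 for the real one, so a call of a list by camera is weak evidence alone. For the Reactome pathways, 8 of the 10 divisions gave as many, the real one included. With 10 divisions the share cannot fall under 0.1, so these results cannot be told apart from a chance division of the libraries by this test alone. Without IMQ replicate 5, 219 genes were called higher. Without control replicate 2, 1139 genes were called higher. The hair follicle covariate left 195 of the 830 called.

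*H2-Ab1*, an MHC class II gene that the paper does not discuss, was lower in the small intestine of IMQ-treated mice, with a log2 fold change of -1.55 (adjusted p = 0.0425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *H2-Eb1* (-1.58, adjusted p = 0.0356) and *Cd74* (-1.60, adjusted p = 0.0308) fell in the same way, and all 3 were singled out after their values were seen. None of the 3 was called without control replicate 8 (adjusted p = 0.0660 for *H2-Ab1*, 0.0556 for *H2-Eb1* and 0.0632 for *Cd74*), and over the 10 other models and filters the adjusted p of *H2-Ab1* ranged from 1.03e-05 to 0.0782. With a covariate, chosen after the result was seen, *H2-Ab1* was not called either (adjusted p = 0.330 with the proximal small intestine score and 0.431 with the red blood cell score). A list of 7 other class II genes had a median log2 fold change of -1.05, with 6 of 7 lower (adjusted p = 1.19e-04 from camera and 0.377 from fry), whereas a list of 7 class I genes had a median of 0.07 (adjusted p = 0.880 from camera). More lymphoid tissue in control replicate 9 could lower the list in the IMQ libraries, since the median of the B cell list went from -1.22 to 0.02 without that library. The class II list kept a median of -0.83 without it, with 5 of 7 genes lower, which argues against this library as the whole cause. A lower number of cells with class II, or less class II per cell, stays open.

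Control replicate 2 of the skin held transcripts of the small intestine, with a median of 1.43% of the control small intestine level over 11 genes of the enterocyte list, a signal the paper does not report. The library had 101 CPM of *Fabp2* (CPM, counts scaled for library size), 75.9 of *Apoa4*, 20.3 of *Vil1* and 63.9 of *Defa24*, against 4798, 4549, 2703 and 4158 in control small intestine. Of 152 genes abundant in control small intestine and rare in IMQ skin, 151 had at least 3 counts in this library, 35 in control replicate 1 and 40 in control replicate 3, and the median share was 0.882% with quartiles of 0.732% and 1.23%. This fits RNA of the small intestine in the library, and neither the step at which it entered nor the mouse it came from was tested. Reads assigned to the wrong library at one rate would reach all skin libraries alike, but the median of 1.43% over the enterocyte list was 38.4-fold that of the highest of the other 5, which was 0.0373%. Of the 152 genes, 19 were tested in the skin and 1 was called lower. A biological explanation was not tested.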

How the results depend on the processing

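The fits with a covariate and the counts drawn down to one size were chosen after the results were seen. No paired analysis was possible because the libraries are numbered 1 to 11 and no number is shared between the groups compared.

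In the skin, the number of genes called (1382, of which 60.1% higher) was 3030 with DESeq2 (50.0% higher), 894 with limma on log2(FPKM + 1) and 683 with the hair follicle score as a covariate (46.9% higher). One fit of all 11 libraries gave 1908 genes, of which 49.5% were higher. The other planned models, normalizations and filters gave 1022 to 1509. The fits that each left out one library gave from 258 genes (without IMQ replicate 5, which kept 18.5% of the genes called) to 2521 (without control replicate 2, which kept 91.2%). DESeq2 kept 98.9% of the genes called, and no called gene changed direction under any of these settings.

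For the small intestine, the number of genes called (588, of which 94.2% higher) was 1206 with DESeq2 (83.4% higher, with 99.5% of the genes kept), 248 with the proximal small intestine score and 234 with the red blood cell score. The other models, normalizations and filters gave 404 to 647, and the fits without one library gave from 378 (without control replicate 9) to 801 (without control replicate 7). Leaving out an IMQ library left 1 sample in the group, so no call was made there and only fold changes of named genes were compared. No called gene changed direction in the fits with a test.

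The genes with a different response in the tissues (462) numbered 1281 with DESeq2 and 301 without a filter on low counts, where 31083 genes were tested, and from 200 (without skin IMQ replicate 5) to 1072 (without skin control replicate 2) with one library left out. With limma on log2(FPKM + 1), 1 of the 462 changed direction. The genes called in both tissues (236) numbered 461 with DESeq2, 156 with limma on log2(FPKM + 1), and from 91 (without skin IMQ replicate 5) to 290 (without skin control replicate 2). Of the Fig. 2b genes (51 of 59 called), 29 were called with the hair follicle score and from 30 to 50 with one library left out, or 55 to 59 when adjusted over the list alone. Of the Fig. 2d genes (36 of 40 called), 23 were called with the proximal small intestine score and from 32 to 34 with one control library left out, or 39 in each fit when adjusted over the list alone.

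The Reactome pathways called in the skin (86) numbered 30 with fry, 0 with an estimated correlation and 134 with preranked GSEA, and from 85 (without IMQ replicate 6) to 216 (without control replicate 2) with one library left out. Those called in the small intestine (121) numbered 1 with fry, 0 with an estimated correlation and 198 with preranked GSEA, and from 48 (without control replicate 7) to 137 (without control replicate 8). At an unadjusted p under 0.05, the estimated correlation gave 22 pathways in the skin and 26 in the small intestine. Of the marker lists, 22 of 28 were called in the skin, 14 with fry and 5 with an estimated correlation. Of those tested in the small intestine, 14 of 25 were called, 12 with fry and 7 with an estimated correlation. For all of these changes the cause was not tested, except that fewer libraries, or a covariate in so few libraries, leave less power.

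All reported gene results that changed direction were for genes that were not called. The log2 fold change of *Itgax* in the skin (0.08) was -0.04 without control replicate 1, -0.19 without control replicate 3 and -0.62 with the hair follicle score, and it ranged from -0.19 to 0.56 (without control replicate 2) with one library left out. Among genes of the small intestine, *Tjp1* (-0.24) was 0.034 with the proximal small intestine score. *Cldn1* (0.21) was -0.015 without control replicate 7, and ranged from -0.022 (without IMQ replicate 10) to 0.40 (without control replicate 9).

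Over the 79 gene results of the text, the 1053 values from other settings comprised 959 on the same side of the threshold with the same direction, 79 no longer called, 13 newly called and 2 of opposite direction. The 431 values from fits without one library comprised 344 on the same side or, in fits without a test, moved by less than the spread between libraries, 72 no longer called, 3 newly called, 9 from fits without a test that moved by more than that spread, and 3 of opposite direction in fits with a test. Upper-quartile normalization shifted the median log2 fold change of all genes in the small intestine from -0.02 to -0.08. The depth limits genes near the floor of 3 counts, such as *Il17a* in control skin, for which only lower bounds of the fold can be given.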

Differences from the paper's values

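The paper states no fold change, count of genes or p-value for the transcriptomes in its text, so no pair of values was compared, and none of the settings in this part was chosen after the result was seen. The paper shows the genes of Fig. 2d as differentially expressed at an adjusted P under 0.05. Of these, *Tnf* (adjusted p = 0.0772), *Cd93* (0.0981) and *Enpp4* (0.0946) were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the tool that the paper's methods name, called all 3 (adjusted p = 0.00101, 0.0162 and 0.00942), and it was the only one of the 10 alternatives set before the data were examined to do so. Over these alternatives the adjusted p ranged up to 0.203 for *Tnf*, 0.344 for *Cd93* and 0.309 for *Enpp4*. *Bmp7* had a log2 fold change of -0.47 (adjusted p = 0.364 from edgeR's quasi-likelihood test) and was lower in both IMQ libraries than in every control library. It was called by none of the 10 alternatives, in which the adjusted p ranged from 0.131 to 0.432. Fig. 2d shows 3 columns for the IMQ-treated small intestine, of which 2 libraries were analyzed here. The unlike set of samples may account for a part of these differences, which was not tested.

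The paper gives the same threshold for the genes of Fig. 2b and names the CD3 genes among those upregulated in the skin. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Cd3d* (adjusted p = 0.137), *Cd3e* (0.143), *Cd3g* (0.170), *Cd247* (0.115) and *Rnase1* were higher but not called. Of the 10 alternatives set before the data were examined, DESeq2 was the only one that called them (adjusted p = 0.0249, 0.0243, 0.0365, 0.0127 and 0.0208), and over the others the adjusted p reached 0.216, 0.227, 0.215, 0.208 and 0.170. *Defb1* and *Nlrc4* were also not called, and were called by DESeq2 (adjusted p = 0.00287 and 0.00206) and by one fit of all 11 libraries (0.0430 and 0.0135). Limma on log2(FPKM + 1) called *Nlrc4* (0.0253), and without control replicate 2 of the skin both *Defb1* (0.0339) and *Nlrc4* (0.0338) were called. Over the 10 alternatives the adjusted p reached 0.109 for *Defb1* and 0.0911 for *Nlrc4*.

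The paper counts *Tlr8*, *Tlr9*, *C1qb*, *C1qc* and *Tnf* among the most upregulated genes of the leukocyte-mediated immunity set in the small intestine. By log2 fold change *Tlr8* was number 1 of the 22 genes, *C1qb* number 8, *C1qc* number 9, *Tlr9* number 10 and *Tnf* number 17. The genes between *Tlr8* and *C1qb* were *Slamf9* (3.85), *Fgr* (3.47), *Fcer1g* (3.47), *Itgb2* (3.43), *Il1b* (3.16) and *Ccl3* (3.13).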

Other observations

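The lists of monocyte, MHC, pigment, hair shaft and epidermis genes, and every test of an explanation in this part, were chosen after values had been seen, as were the medians of lists with a library left out. The other lists were set with the tests.

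The macrophage list had, in the small intestine, a median log2 fold change of 1.92, with 10 of 10 genes higher (adjusted p = 1.02e-22 from camera with Benjamini-Hochberg adjustment, 0.00679 from fry and 0.0443 with an estimated correlation). Of its genes, *C1qa*, *C1qb* and *C1qc* are also shown in Fig. 2d. *Csf1r* (log2 fold change 0.38, adjusted p = 0.605 from edgeR's quasi-likelihood test), *Lyz2* (0.05), *Mrc1* (0.05) and *Cd163* (0.23) of the same list changed little. The list of endosomal TLRs and their partners had a median of 1.20, with 6 of 7 genes higher (adjusted p = 1.51e-22 from camera, 0.00120 from fry), and includes *Tlr8* and *Tlr9* of Fig. 2d. Of the lists of interferon-induced genes (median 0.56, 10 of 10 higher, adjusted p = 4.62e-05 from camera, 0.0163 from fry) and goblet cell genes (median -0.42, 8 of 8 lower, adjusted p = 5.74e-04 from camera, 0.0462 from fry), neither was called with an estimated correlation (adjusted p = 0.0867 and 0.324). The T cell list, of which Fig. 2b shows 5 of 10 genes, had a median of -0.36 (adjusted p = 0.0713 from camera), the B cell list -1.22 (0.400), the plasma cell list -0.35 (0.331), the plasmacytoid dendritic cell list -0.41 (0.106) and the enterocyte list 0.51 (0.0576). The neutrophil list had a median of 0.16, with 4 of 7 higher (adjusted p = 0.0212 from camera), and from -0.10 (without control replicate 7) to 1.77 (without control replicate 9) with one library left out. The lists used as covariates had medians of 0.69 for proximal small intestine (2 of 4 higher, adjusted p = 0.390 from camera) and 1.28 for red blood cells (4 of 4 higher, adjusted p = 0.0401 from camera, 0.315 from fry). The median of the red blood cell list was 0.28 without IMQ replicate 10, so its rise rests mostly on that library, and that of the proximal list was 0.12 without IMQ replicate 11.

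A hypothesis for *Cd300e* and *Itgad*, which rose by 7.48 and 5.10 on the log2 scale in the small intestine, is that monocytes with low Ly6C, which patrol vessels, were more numerous in the tissue. A list of 9 other genes of these monocytes had a median log2 fold change of 0.92, with 7 of 9 higher (adjusted p = 1.28e-13 from camera, 4.13e-04 from fry, 0.0210 with an estimated correlation). *Pou2f2* (4.06), *Treml4* (2.93), *Adgre4* (2.82) and *Itgal* (1.25) were called, while *Cx3cr1* (-0.14) and *Nr4a1* (0.75, adjusted p = 0.235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not. *Cebpb* (0.92, adjusted p = 0.0514 from the same test) was not called either, nor was *Eno3*, the lowest of the list (-0.40, adjusted p = 0.610). *Ace* is abundant in the small intestine itself (1607 to 2116 CPM) and would hide such a rise. A list of monocytes with high Ly6C had a median of -0.22 (adjusted p = 0.880 from camera). More of these monocytes and a change of expression in resident macrophages cannot be told apart here, since *Cx3cr1* and *Ace* are also made by resident cells. In the skin, the medians were 0.99 for the low Ly6C list (adjusted p = 1.49e-05 from camera) and 0.52 for the high Ly6C list (0.00329).

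*Car3*, a gene of fat and muscle, rose from a mean of 0.133 to 11.4 CPM in the small intestine, against 1720 in the skin libraries. Skin or fat RNA in the IMQ libraries is a candidate explanation, and it would need 0.664% of the skin level. Over 13 epidermis and adipocyte genes the median in these libraries was 0.00498% of the skin level, which argues against it. The highest was *Cidec* at 51.2%, which control small intestine already held at 25.1%, and the highest of the others was 0.114%. No biological explanation of the rise was tested.

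The largest falls in the small intestine by the rule for named genes were those of *Gm8221* (log2 fold change -3.97, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Gp2* (-3.64, adjusted p = 0.00711), *Timd4* (-3.44, adjusted p = 0.0142), *Apol7c* (-2.99, adjusted p = 0.00506) and *Mmp13* (-2.24, adjusted p = 0.0233). *Gm8221* and *Apol7c* lie on chromosome 15 from 77618968 and 77524852 and belong to one gene family, so their reads can be shared.

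The paper measured inflammatory and barrier genes of the small intestine by quantitative PCR. It reports a rise of several inflammatory cytokines, no rise of *Il23* or *Il17a*, and lower levels of tight junction genes. By staining it reports less occludin and mucin2 protein. In the sequenced libraries, *Il1b* had a log2 fold change of 3.16 (adjusted p = 0.00519 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il6* was at least 2.71-fold higher, with 0, 3 and 0 counts in the controls and 6 and 11 after IMQ. *S100a9* had a log2 fold change of 2.24 (adjusted p = 0.164 from the same test) and was not called, with 14, 2 and 14 counts in the controls and 36 and 57 after IMQ. *S100a8* had 6, 0 and 5 counts in the controls and 7 and 11 after IMQ, *Il23a* had 6, 0 and 3 against 8 and 6, *Il17a* had 4, 11 and 9 against 5 and 0, and *Il22* had 7, 0 and 6 against 0 and 0. Among the barrier genes reported here none was called, with log2 fold changes of -0.24 for *Tjp1*, 0.21 for *Cldn1*, 0.48 for *Cldn4*, -0.43 for *Ocln* and -0.66 for *Muc2*. The exception by library was *Cldn4*, which had 1.70 (adjusted p = 0.00630 from the same test) without control replicate 9. The barrier list had a median of -0.09 (adjusted p = 0.325 from camera) and the longer tight junction list one of -0.19 (0.196). With 3 control and 2 IMQ libraries, the lack of a call does not show that the barrier genes were unchanged.

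The paper reports fewer eosinophils in the small intestine by flow cytometry. By quantitative PCR of this tissue it reports lower *Ccr3* and higher *Prg2*, and it reports more EPX protein in the small intestine and stool. Here *Epx* had 24, 10 and 0 counts in the control libraries and 0 in both IMQ libraries. *Prg2* (log2 fold change 0.92, adjusted p = 0.468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Ccr3* (-0.30, adjusted p = 0.849 from the same test) were not called. Both had the direction that the paper reports by quantitative PCR. *Prg2* had only 11, 6 and 6 counts in the controls and 19 and 11 after IMQ. *Ear2* was higher in the small intestine (2.13, adjusted p = 0.0136 from the same test), though not in each fit that left out a control library (adjusted p from 0.0183 to 0.0685). It was also among the genes that prompted the list of monocytes with low Ly6C, so its rise does not point to eosinophils alone. The eosinophil list had a median of -0.13 over 5 genes (adjusted p = 0.261 from camera).

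In the skin, the list of IL-17-induced keratinocyte genes had a median log2 fold change of 4.92 with 12 of 12 higher (adjusted p = 5.04e-25 from camera and 0.0255 with an estimated correlation), and the neutrophil list one of 2.97 with 8 of 8 higher (2.62e-17 and 0.0225). Fig. 2b shows *S100a9*, *Lcn2* and *Cxcl5* of the first list and *S100a9* of the other, so these lists and that figure are not independent. *Il17a* had 0 counts in the control libraries and was at least 42.6-fold higher after IMQ, and *Il17f* at least 84.6-fold higher. The interferon list was not called, with a median of 0.07 and 5 of 10 higher (adjusted p = 0.408 from camera), but without control replicate 2 its median was 0.61 with 10 of 10 higher. The hair follicle list had a median of -6.60 (adjusted p = 4.76e-04 from camera and 0.171 from fry), the pigment list -3.18 (5.14e-05 and 0.191), the hair shaft list -3.01 (0.0294 and 0.191) and the epidermis list -0.05 (0.579 from camera). The 40 genes of ribosome biogenesis were all higher in the skin (median 0.18, adjusted p = 7.50e-04 from camera and 0.184 from fry) and 35 of 40 were lower in the small intestine (median -0.15, 0.00750 and 0.207). Without control replicate 2 of the skin, 31 of 40 were higher (median 0.11), and without control replicate 7 of the small intestine 27 of 40 were lower (median -0.084), so both changes lean on single libraries. No gene of that list was called in either tissue, and the difference between the tissues was not tested for the list.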
